# Aging and Light Stress Result in Overlapping and Unique Gene Expression Changes in Photoreceptors

**DOI:** 10.3390/genes13020264

**Published:** 2022-01-29

**Authors:** Spencer E. Escobedo, Sarah C. Stanhope, Ziyu Dong, Vikki M. Weake

**Keywords:** *Drosophila*, photoreceptor, aging, blue light, neuronal gene expression, retinal degeneration, light-induced stress, oxidative stress

## Abstract

Advanced age is one of the leading risk factors for vision loss and eye disease. Photoreceptors are the primary sensory neurons of the eye. The extended photoreceptor cell lifespan, in addition to its high metabolic needs due to phototransduction, makes it critical for these neurons to continually respond to the stresses associated with aging by mounting an appropriate gene expression response. Here, we sought to untangle the more general neuronal age-dependent transcriptional signature of photoreceptors with that induced by light stress. To do this, we aged flies or exposed them to various durations of blue light, followed by photoreceptor nuclei-specific transcriptome profiling. Using this approach, we identified genes that are both common and uniquely regulated by aging and light induced stress. Whereas both age and blue light induce expression of DNA repair genes and a neuronal-specific signature of death, both conditions result in downregulation of phototransduction. Interestingly, blue light uniquely induced genes that directly counteract the overactivation of the phototransduction signaling cascade. Lastly, unique gene expression changes in aging photoreceptors included the downregulation of genes involved in membrane potential homeostasis and mitochondrial function, as well as the upregulation of immune response genes. We propose that light stress contributes to the aging transcriptome of photoreceptors, but that there are also other environmental or intrinsic factors involved in age-associated photoreceptor gene expression signatures.

## 1. Introduction

Aging is characterized by a decline in organismal function. The free radical theory of aging [1], and more broadly characterized damage-based theories [2], suggest that the accumulation of oxidative damage, in combination with other sources, culminate in the decline of function and ultimate demise of an organism with advanced age. In the eye, visual function decreases with age in both humans and model organisms such as *Drosophila* melanogaster [3,4,5]. This decrease in function is associated with physiological changes in multiple different cell types and structures in the eye, including the cornea [6], vitreous [7] and retina [8,9,10]. In addition, age is a major risk-factor for many eye-associated diseases, such as cataract, age-related macular degeneration, glaucoma, and retinopathy [11]. There is also a strong environmental component to age-associated eye disease with factors such as diet, smoking, and sunlight exposure contributing to a higher risk in developing disease [12,13,14]. Understanding how aging and environmental stress impact specific cell types in the eye will help provide insight into how these factors interact and lead to the onset of age-associated ocular disease.

Although light is essential for vision, it also represents a considerable stress to cells in the eye. Photoreceptors, the primary light-sensing neurons in the eye, respond to light through the absorption of a photon by the molecule retinal contained within the G-coupled protein receptor Rhodopsin [15,16]. This process is highly conserved between *Drosophila* and humans, with rhodopsin activating the G-protein transducin, which leads to the downstream phototransduction cascade [15]. In flies, but not in vertebrates, Rhodopsin can be directly converted back to its inactive state within a single photoreceptor cell [17,18]. In outer photoreceptors (R1–R6 cells), blue light activates Rhodopsin 1 (Rh1) forming metaRhodopsin 1 (mRh1), which can be converted back to Rh1 through the absorption of orange light present in the spectra of normal white light [18,19]. Thus, in flies, prolonged exposure to blue light in the absence of other wavelengths results in constitutive activation of the phototransduction pathway. This overactivation of the phototransduction cascade results in excessive endocytosis of mRh1 and prolonged calcium influx into the photoreceptor that eventually results in its death [20,21,22,23,24]. We previously showed that the retinal degeneration caused by blue light exposure in *Drosophila* is caused by an increase in oxidative stress, particularly lipid peroxidation, that results from calcium excitotoxicity [20]. In aging flies, blue light exposure also increases markers of oxidative stress and decreases lifespan [25]. Thus, in *Drosophila*, blue light exposure provides a unique model in which to assess the impact of oxidative stress on the eye, with potential implications for aging within the organism.

During aging, there are changes in gene expression that lead to defined transcriptomic signatures that include aspects unique to particular tissues [26]. For example, distinct age-associated transcriptional signatures are present in specific cell types in the eye, including the human retina [27,28] and *Drosophila* photoreceptors [4]. We previously profiled the photoreceptor transcriptome of young flies exposed to blue light [29], identifying some similarities in the functional categories of genes that were differentially regulated during aging or under blue light stress. However, the different ages, genotypes, and eye color of the flies used confounded direct comparison of these datasets. Here, we determine the photoreceptor transcriptome in a single white-eyed fly strain during aging or after blue light exposure, allowing us to directly compare the gene expression changes upon either condition. We identify common gene expression signatures between light stress and aging suggesting that light stress is a major contributor to the aging photoreceptor transcriptome. However, we also observe unique gene expression signatures in aging photoreceptors, indicating that other factors also contribute to the transcriptional changes that occur in these aging cells independent of light. Unexpectedly, we also identify overexpression of an enzyme that counteracts oxidative stress in the white-eyed flies used in this study. We find that this genetic background is protected against retinal degeneration induced by blue light or aging, suggesting that increasing oxidative stress is the primary cause of photoreceptor degeneration under both conditions.

## 2. Materials and Methods

### 2.1. Fly Stocks, Husbandry, and Blue Light Stress

All experiments were conducted with male *Rh1-GFP^KASH^* flies in a *cn bw* background to deplete eye pigment [30]; these flies have white eyes. Two independent lines were used: *w*^1118^*; cn bw; P{w^+mC^ = Rh1-GFP-Msp300KASH}3-1* or *w*^1118^*; cn bw; P{w^+mC^ = Rh1-GFP-Msp300KASH}3–2*. To generate these fly stocks, the GFP-Msp300KASH cassette was excised from the pUASTattB-GFP-Msp300KASH vector [31] (Addgene #170806) using EcoRI and XbaI, and directionally cloned into pCaSpeR-ninaEp-GeneswitchGal4 [32] digested with the same enzymes to remove the GeneswitchGal4 cassette. Transgenic flies carrying *Rh1-GFP^KASH^* were generated by *P*-element mediated transformation into the *w*^1118^ strain. The chromosomal insertion site for *Rh1-GFP^KASH^* flies on chromosome 3 (line 3–1) was mapped using inverse PCR to 3L: 18,822,623, in the 5′ untranslated region (UTR) of the gene *Catalase*. Flies were raised on cornmeal agar food (6.07 g agar type 2, 32 g sugar, 50 g yeast, 50 g cornmeal, 3.2 g methyl paraben for preservation in 1.3 L water) at 25 °C and 65–75% humidity under a 12:12 light:dark cycle. The wavelength spectrum in the incubator was measured using a BLACK-Comet UV-VIS Spectrometer (StellarNet model #BLK-C) (Figure S1). Age-matched flies were collected on the first day after eclosion (day one; D1), and aged as described, transferring to fresh food every 2–3 days. All blue light experiments were conducted during the light cycle using a custom designed light stimulator [20]. Vials containing up to 50 day five (D5) flies were exposed to blue light (λ  =  465 nm) at 8000 lux (2 mW/cm^2^) for either three, five, or eight hours (h). For RNA-seq, flies were immediately flash frozen in liquid nitrogen post exposure. For phalloidin staining, flies were moved to a dark box in a 25 °C incubator and aged for seven days prior to processing.

### 2.2. Retina Staining and Analysis

Fly eyes were cut using microdissection scissors in phosphate buffered saline (PBS) with added detergent and fixative (0.1% Triton-X 100, 4% formaldehyde), leaving the corneal lens attached. Dissected eyes were then trimmed to remove excess brain tissue and cuticle, and fixed for a total of 20 min. Eyes were rinsed in PBST (0.1% Triton X-100) briefly, then transferred to 200 µL of PBST (0.1% Triton X-100,) containing 1:50 Phalloidin 594 (ThermoFisher, Waltham, MA, USA, #A12381) in a 0.5 mL microcentrifuge tube and incubated with rocking overnight at 4 °C. Following this, eyes were washed three times for five min each in 200 µL of PBST (0.1% Triton X-100). Eyes were then equilibrated in VectaShield (Vector Laboratories, Burlingame, CA, USA, #H100010) for 15 min and mounted lens side up on bridged slides using two #0 coverslips as bridges with a #1.5 coverslip. Samples were stored in the dark at 4 °C for up to one week prior to imaging. Confocal fluorescence microscopy was conducted with a Zeiss LSM880 confocal microscope using a Zeiss Plan-Apochromat 20X/.8 objective. Five or more biological replicates were imaged per condition. To quantify rhabdomere degeneration, all in-focus ommatidia in a single focal plane were scored for the presence of all seven visible rhabdomeres. Scores are shown as a percentage of intact rhabdomeres.

### 2.3. Nuclei Immunoprecipitation and RNA-Seq

R1–R6 photoreceptor-specific, GFP-labeled nuclei immunoprecipitation was conducted as previously described [33]. Between 150 and 250 male flies were used per sample, and three biological replicates were conducted for all RNA-seq experiments. Following nuclei immunoprecipitation, bead-bound nuclei were lysed in 300 µL of TRIzol (Zymo, Irvine, CA, USA, Cat # R2050) and RNA was extracted using the Direct-zol RNA MicroPrep kit (Zymo, Irvine, CA, USA, Cat # R2050) with DNase I treatment. RNA-seq libraries were constructed using the Universal RNA-Seq Library Preparation Kit with *Drosophila* specific rRNA depletion (Tecan Genomics, Zurich, CH, Cat# 0520-A01) using 10 ng of RNA to generate each library. Libraries were sequenced (150 bp, PE) using the Illumina HiSeq 4000 platform (Novogene). Between 40–80 million reads were obtained per sample.

### 2.4. Bioinformatics

RNA-seq reads were trimmed using Trimmomatic [34] (v0.39) to remove low quality reads >36 bp. High quality paired and unpaired reads were then aligned to the *Drosophila* genome (*Drosophila_melanogaster.BDGP6.28*) using HISAT2 [35] (v2.1.0). BAM files were generated and sorted using Samtools [36] (v1.8), and count files obtained using HTseq [37] (v0.13.5). Counts were filtered to remove lowly expressed genes (counts per million (cpm) > 10 in all samples), and normalized using the RUVs approach (k = 2) from RUVSeq [38] (v1.24.0), to obtain normalized cpms for 7929 expressed genes. Differential gene expression was performed using edgeR [39] (v3.32.1). Heatmaps of normalized expression (cpm) were generated using pheatmap [40] (v1.0.12). Enriched GO terms were identified and compared between samples using ClusterProfiler [41,42] (v3.18.1). Hypergeometric testing (Fisher’s exact tests) of significant pairwise intersections was conducted using SuperExactTest [43] (v1.0.7). Cnetplots were generated using ClusterProfiler. All plots were generated with R (v4.0.5) using custom scripts.

### 2.5. RT-qPCR from Whole Heads

Whole heads were dissected from five adult male flies, and RNA was extracted using Trizol, followed by Zymoprep Direct-zol RNA MicroPrep kit (Zymo Research, Zurich, Switzerland, Cat # R2050) with DNAase I treatment. cDNA was generated from 100 ng of RNA using Episcript Reverse Transcriptase (Epicentre, Petaluma, CA, USA) and random hexamer primers. RT-qPCR was conducted as previously described [44]. *Catalase* gene expression was normalized to the geometric mean of two reference genes (*RpL32*, *eIF1a*). Statistical significance was determined using Student’s *t*-test. 

### 2.6. Glutathione Redox Ratios in Dissected Eyes

Oxidized (GSSG) and reduced (GSH) glutathione levels were quantified in 25 dissected eyes per sample as described previously [45].

## 3. Results

### 3.1. Age and Blue Light Exposure Induce Global Changes in the Photoreceptor Transcriptome

We previously showed that prolonged exposure to blue light (8 h) induces retinal degeneration in young (day six, D6) white-eyed flies [46]. Retinal degeneration in flies is first apparent through the loss of the photoreceptor rhabdomere, which in most cases is followed by the degeneration of the remainder of the neuron [47]. Because other studies have also observed premature retinal degeneration in white-eyed flies (*w*^1118^) that were not exposed to any light stress [48], we sought to compare gene expression changes in flies exposed to light stress with flies undergoing normal aging. To examine the photoreceptor transcriptome, we used flies that express GFP^KASH^, which localizes to the outer nuclear membrane enabling immunoprecipitation of tagged nuclei [31,33]. GFP^KASH^ was expressed directly under control of the *ninaE* (Rh1) regulatory elements, which target expression specifically in the adult outer photoreceptors R1–R6. To generate white-eyed flies, which are sensitized to blue light stress [49], we crossed *Rh1-GFP^KASH^* into a *cn bw* background, which depletes eye pigment [30]. 

Next, we examined the photoreceptor transcriptome of flies exposed to light stress and compared this with normal aging. To do this, we exposed young D5 flies to blue light of varying durations (3, 5, or 8 h), or aged flies under standard 12:12 light:dark conditions to D5, D15, or D30, and isolated photoreceptor nuclei for RNA-seq under each condition (Figure 1A). 

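Nuclei tagged with GFP in photoreceptors R1–R6 were isolated, and their RNA was depleted of ribosomal RNA and sequenced as paired reads. Each of the 6 conditions had 3 samples of 150 to 250 male flies, 18 in all: untreated D5, D15 and D30, and D5 after 3, 5 or 8 h of blue light at 465 nm and 8000 lux. The authors aligned the reads with HISAT2 and deposited raw HTSeq counts for 17811 features, together with the number of read pairs left uncounted. Read pairs counted on genes ranged per sample from 16.7 to 18.9 M at D5 (median 16.7), 12.4 to 16.5 M at D15 (median 15.6) and 11.4 to 15.0 M at D30 (median 13.0). After blue light they ranged from 11.9 to 20.5 M at 3 h (median 18.2), 16.5 to 19.7 M at 5 h (median 19.0) and 18.1 to 19.9 M at 8 h (median 18.5). Those pairs made up 24.5% to 44.9% of the 32.1 to 57.2 M pairs per sample in the table. D5 and D15 shared a sequencing lane, the blue light samples shared another, and D30 was sequenced on another flow cell, so a comparison across lanes carries a lane difference along with the treatment. The authors corrected the counts with RUVs and tested them with edgeR. Here, the 9427 features with more than 10 counts in every sample were kept, 2 RUVs factors were estimated from the replicates, and all 18 samples were fitted together in edgeR with TMM normalization and the factors in the model. Differential expression means an adjusted p under 0.05 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and every log2 fold change is given with its standard error (SE). Expression is given as TMM-normalized cpm, mean ± SD of 3 samples, before the RUVs correction. Gene positions are on build BDGP6.54 with its Ensembl annotation, whereas the authors aligned to BDGP6.28.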

We note that nuclear RNA provides a snapshot of actively transcribed RNA, rather than the steady-state mRNA levels in the cell that are measured using other RNA-seq approaches. To examine the differences between each condition, we performed principal component analysis (PCA) on the normalized counts (Figure 1B). 

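On RUVs-adjusted log2 cpm of the 9427 genes, PC1 carried 28.2% of the variance and PC2 21.6%. PC1 scores ranged from 3.53 to 10.5 at D5, from 14.3 to 23.2 at D15 and from 14.8 to 28.3 at D30. The 3 h samples scored −40.6 to −32.4 and the 5 h samples −26.0 to −15.4, on the other side of D5 from the aged samples. Scores of the 8 h samples on PC1 (−0.260 to 13.8) spanned those of D5, and these samples stood apart along PC2, at −39.9 to −32.0 against 13.4 to 18.8 at 3 h and 14.4 to 26.1 at D30. Leaving out the RUVs adjustment moved the variance on PC1 most, to 39.1%, with 19.9% on PC2.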

The three biological replicates grouped together for each condition by PCA, separating by age along PC1 (28.07% variation), and by blue light exposure along both the PC1 and PC2 axes. These data suggest that there are both overlapping and distinct changes in gene expression in response to blue light or during aging. 

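The first and second components together carried 49.8% of the variance. In the RUVs-adjusted values, the mean Euclidean distance between the replicates of a condition was 47.3 at D5, 37.9 at D15 and 39.7 at D30, against 33.6, 29.9 and 39.3 after 3, 5 and 8 h blue light. Mean distances to the samples of other conditions were 57.6 to 66.6, and the sample nearest to each sample came from its own condition. Before the adjustment, the replicates of 5 h lay 87.7 apart on average and 82.0 from the other conditions, and the nearest sample belonged to the same condition for 0 of 3 samples at 5 h and 2 of 3 at D30.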

We note that PC1 and PC2 only explain approximately 50% of the variation, and there is additional variation present particularly between the aging samples, which is more apparent when the relative gene expression is plotted for each sample (Figure 1C,D).

To identify the genes with differential expression during aging or blue light exposure, we compared all conditions to the D5 untreated samples. 

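Against D5, 743 of the 9427 genes were differentially expressed after 3 h (437 upregulated, 306 downregulated), 905 after 5 h (478 and 427) and 856 after 8 h (434 and 422). The median size of the log2 fold change in these genes was 0.97, 0.81 and 0.90. Without the RUVs factors 1807, 1152 and 1799 genes were called, and the upregulated share moved from 58.8% to 67.1% at 3 h, from 52.8% to 66.6% at 5 h and from 50.7% to 40.8% at 8 h. Genes called both with and without the factors numbered 489, 587 and 616, all in the same direction. Fitting only the 6 samples of each comparison gave the fewest calls, 0, 0 and 7, with 649, 515 and 880 genes at an unadjusted p under 0.05. In each of these fits a RUVs factor separated all exposed samples from all D5 samples, so exposure and factor are hard to tell apart there. The most calls were 2646 at 3 h and 2307 at 5 h with RUVs-adjusted counts, chosen after seeing the data, and 3288 at 8 h with 1 factor. Same-numbered samples of D5 and 5 h correlated at a mean r of 0.267 after the correction, against 0.0562 for 3 h and 0.0595 for 8 h, and with the replicate number as a block 865, 1021 and 730 genes were called. Among genes whose samples all lay on 1 side of D5, the largest increases were in CG33003 at 3 h and Ldh at 8 h. CG33003 (FBgn0053003, chromosome 2L 4400953 to 4403142, protein-coding) went from 2.16 ± 0.67 cpm to 450.1 ± 19.5 cpm (log2 fold change 5.08, SE 0.73, n = 3 and 3, edgeR adjusted p 0.00112, range over the other fits 1.25e-14 to 0.503). Ldh (FBgn0001258, chromosome 3L 6259105 to 6262694, protein-coding) went from 5.21 ± 1.55 cpm to 67.4 ± 15.6 cpm (log2 fold change 3.80, SE 0.60, adjusted p 0.00213, range 8.20e-11 to 0.117).

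**Figure D1:**
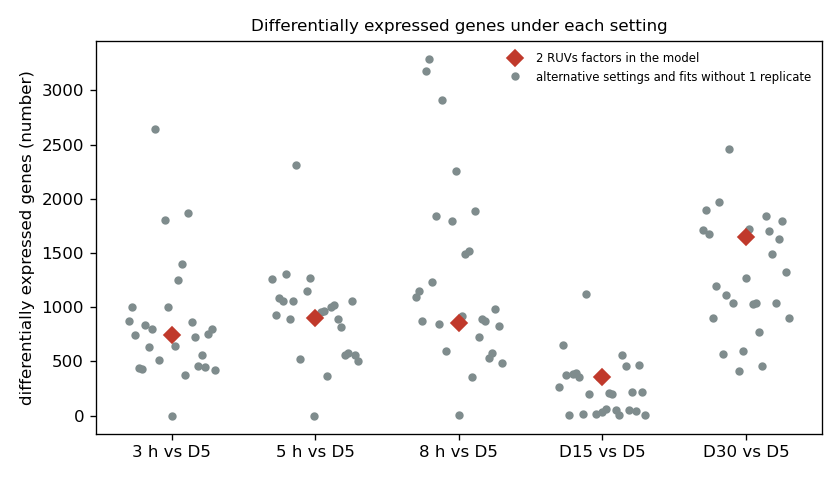
Number of differentially expressed genes (vertical axis) in each comparison with D5 (horizontal axis) under every setting run. The red diamond is the fit with 2 RUVs factors in the model, and each grey point is another setting or a fit without 1 replicate. The spread of the points in a column shows how far the count moved with the setting.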

Using this approach, we identified 1365, 957, and 1509 significantly differentially expressed genes (FDR < 0.05) in flies exposed to 3, 5, or 8 h blue light, respectively (Table S1). 

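D15 gave 359 differentially expressed genes (143 upregulated, 216 downregulated) and D30 gave 1651 (829 and 822), with a median size of the log2 fold change of 0.79 and 0.78. Fits without the RUVs factors called 15 and 415 genes, all of them also called with the factors and in the same direction, and the upregulated share rose from 39.8% to 66.7% at D15 and from 50.2% to 55.4% at D30. Each replicate in turn was left out, and only 10 of the D15 genes and 505 of the D30 genes were called every time. For blue light, 267 of 743 genes at 3 h, 211 of 905 at 5 h and 343 of 856 at 8 h were. The pairing by replicate number left a mean r of 0.0969 for D15 and 0.167 for D30 between same-numbered samples (0.145 for D30 before the correction), and with the replicate number as a block 557 and 1837 genes were called. The largest increase at D30 was in the pseudogene CR43086 (FBgn0262532, chromosome 3L 17868740 to 17870573), from 0.976 ± 0.229 cpm to 19.1 ± 1.8 cpm (log2 fold change 4.32, SE 0.31, edgeR adjusted p 5.15e-06). At D15 the log2 fold change of CR43086 was 2.76 (SE 0.31, adjusted p 0.00254). The largest decrease at D30 was in CG17005 (FBgn0032109, chromosome 2L 9327744 to 9330332, protein-coding), from 669 ± 383 cpm to 26.8 ± 6.56 cpm (log2 fold change −4.78, SE 0.66, adjusted p 0.000494).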

We identified fewer genes that were differentially expressed during aging at D15 (226 genes), but this number increased to 1069 genes by D30 (Table S1). We then compared differentially expressed gene sets between all the conditions and found that there were substantial overlapping sets of genes between many of the pair-wise comparisons (Figure 1C). 

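Across the 9427 genes, which are not independent replicates, log2 fold changes correlated in each of the 10 pairs of comparisons. The strongest pairs were D15 with D30 (r = 0.795), 3 h with 5 h (r = 0.664) and 5 h with 8 h (r = 0.596), and the weakest was 3 h with 8 h (r = 0.247). All comparisons share the same 3 D5 samples, which by itself raises these correlations. Without the RUVs factors 3 h with 5 h became the strongest pair (r = 0.753), ahead of D15 with D30 (r = 0.666). The 3 h with 8 h pair moved to r = 0.151.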

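Here, 324 genes were called in at least 3 of the 5 comparisons with D5, and 292 of them changed in the same direction each time. Calls in all 5 comparisons covered 14 genes, and 114 genes were called in opposite directions in different comparisons. Without the RUVs factors, 215 genes were called in at least 3 comparisons.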

Additionally, we identified 663 genes that were differentially expressed in three or more conditions (Figure 1C), suggesting that light stress and aging have some overlapping effects on the photoreceptor transcriptome. To further compare the global differences in gene expression, we first compiled a list of all 3453 genes that were differentially expressed in at least one condition. 

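The corresponding list here held 3018 genes. Of these, 333 were called only at 3 h, 281 only at 5 h, 362 only at 8 h, 32 only at D15 and 952 only at D30.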

We then generated a heatmap showing the relative expression of each gene across all samples, clustering both samples and genes, and normalizing expression by row (gene) to highlight differences between the conditions (Figure 1D). Samples clustered together using this approach, similar to the PCA, and higher order clustering revealed similarities between the aging samples (D15 and D30) and the longest blue light exposure (8 h) (Figure 1D). However, there remain substantial differences between blue light and aging even at the longest blue light exposures, suggesting that there are distinct gene expression changes under both conditions. 

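Complete-linkage clustering on Euclidean distances between the RUVs-adjusted samples joined D15 with D30 at a mean height of 63.6 and the 8 h samples with these at 99.0. The 3 h and 5 h samples joined each other at 75.5 and D5 at 89.2, and both branches met at 108. Before the RUVs adjustment the grouping was different: D15 and D30 joined D5 at 89.8, while the 8 h samples joined 5 h replicates 2 and 3 at 72.3 and the aged samples at 98.6. There 5 h replicate 1 joined the 3 h samples at 81.9, and this branch met all others last.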

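The paper draws a line between shorter exposures, whose changes it relates to light stress, and longer exposure, which it likens to aging. In the fits here, log2 fold changes across genes correlated with those at D30 with r = 0.309 for 3 h, 0.403 for 5 h and 0.369 for 8 h, and with those at D15 with r = 0.288, 0.366 and 0.420. When D5 replicates were divided so that 8 h and D30 were compared with different D5 samples, the 8 h and D30 correlation was 0.191, against 0.354 with overlapping D5 samples, and the shared upregulated genes fell from 61.6 to 44.0 on average. In 68 of 100 random regroupings of the 9 samples of D5, 8 h and D30 that correlation was at least as large, the real grouping included. As many shared upregulated genes were found in 10 of them, and as many shared downregulated genes in 10. These are not chance rates, because regroupings can keep real differences, for example whole groups with another group as reference. A shared reference by itself also raises the correlation, whose median in the other regroupings was 0.526. A direct test of D30 against 8 h called 707 genes, 434 higher and 273 lower at D30, and without the RUVs factors it called 2436. Same-numbered samples of 8 h and D30 correlated at a mean r of −0.147 after the RUVs correction, and with the replicate number as a block 615 genes were called and the 8 h with D30 correlation was 0.280. Genes called at both 8 h and D30 included 46 that changed in opposite directions.

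**Figure D2:**
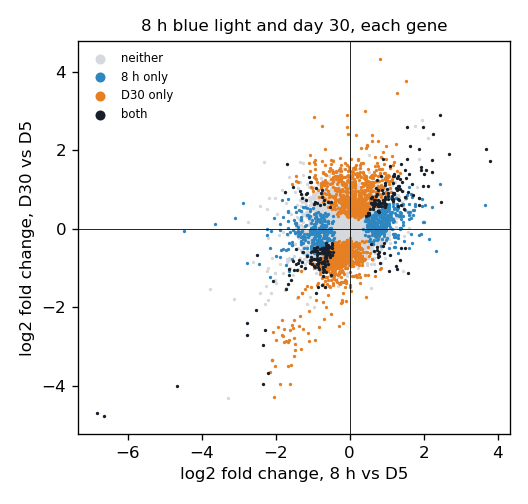
Log2 fold change at 8 h blue light (horizontal axis) and at D30 (vertical axis), each against D5, for the 9427 genes. Each point is a gene, grey when called in neither comparison, blue when called at 8 h only, orange at D30 only and black in both. Points at the upper right and lower left changed in the same direction.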

We conclude that shorter durations of exposure to blue light induce gene expression changes that may be more specific to light stress, whereas longer blue light exposure mimics aging. 

### 3.2. Stress-Response Genes Are Upregulated upon Blue Light Exposure or Aging, While Behavioral and Neuronal-Specific Genes Are Downregulated

Next, we examined the functional classes of genes that were differentially expressed during blue light exposure or aging. To do this, we first separated differentially expressed genes into those that were upregulated (increased expression upon blue light exposure or older age) or downregulated (decreased expression in either condition). We then performed Gene Ontology (GO) term analysis and compared the GO terms identified for each group to identify overlapping or similar functional sets of genes. In Figure 2, we show all significantly enriched GO terms (FDR < 0.05) for either upregulated (Figure 2A) or downregulated (Figure 2B) gene sets for each condition using dot plots, highlighting both shared and unique GO terms between blue light and aging conditions. Full annotated lists of all GO terms are provided in Table S2. 

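In place of GO terms, 10 gene families compiled from gene names were tested in each comparison with limma camera on log2 cpm under the same model, and p-values were Benjamini-Hochberg adjusted over all 50 tests. At 3 h the cytosolic ribosomal proteins passed, with a median log2 fold change of 0.33 and 76 of 81 genes higher (adjusted p 9.27e-07), but without the RUVs factors their direction reversed to −0.38. The 2 members with the largest increase were RpS15Aa (log2 fold change 1.63, SE 0.31, edgeR adjusted p 0.00646) and RpL22 (0.84, SE 0.23, adjusted p 0.0372). Over all comparisons with D5 24 of 50 tests passed, 28 with the replicate block in the model (same-numbered samples correlated at 0.0430 over all conditions), and 5 when the correlation between genes was estimated from the data in place of the preset 0.01.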

We did not identify any significantly enriched GO terms in the upregulated genes at 3 h blue light. However, there were substantial overlaps between blue light and aging GO terms in the upregulated genes, particularly upon 8 h blue light exposure for functions such as DNA repair, DNA metabolic process, and cell cycle (Figure 2A).

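The DNA repair family (52 genes) was higher at 8 h, with a median log2 fold change of 0.52 and 44 genes higher (camera adjusted p 1.87e-09), and at D30, with a median of 0.52 and 47 genes higher (adjusted p 2.16e-07). At 5 h the median was 0.21 (adjusted p 0.00355) and at 3 h −0.09 (adjusted p 0.251), the latter turning positive without the RUVs factors (0.19). With the correlation between genes estimated from the data, the adjusted p was 0.0298 at 8 h and 0.0422 at D30. The members with the largest increase at 8 h were Gen (log2 fold change 1.60, SE 0.45, edgeR adjusted p 0.0381) and Ku80 (1.45, SE 0.26, adjusted p 0.00384), and at D30 Fancd2 (1.51, SE 0.24, adjusted p 0.00103) and spn-E (1.42, SE 0.34, adjusted p 0.0121). Gen lies on chromosome 3L 5149849 to 5152376 and Ku80 on 2L 15768630 to 15771159, and Fancd2 and spn-E on 3R 20810804 to 20816190 and 3R 15837419 to 15844415. With the replicate number as a block, where same-numbered samples correlated at 0.0595 for 8 h and 0.167 for D30, the medians were 0.48 (adjusted p 1.63e-06) and 0.54 (adjusted p 8.58e-08).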

In contrast, aging samples were uniquely enriched for GO terms such as protein refolding and response to heat, whereas blue light uniquely enriched for GO terms associated with cell organization and development. 

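The supplement lists 4 genes for protein refolding and 6 for response to heat in the D15 upregulated set. All 4 refolding genes had positive log2 fold changes in every comparison, with medians of 2.47 at D15, 2.46 at D30 and 1.92 at 8 h, yet 0 of 4 were called in any comparison with the RUVs factors and no replicate block (2 at D15, 2 at D30 and 0 at 8 h at an unadjusted p under 0.05), and 1 at 5 h without the factors. A block for the replicate number beside the factors, chosen for these lists after seeing the data, called 4 at 5 h, 2 at 8 h, 3 at D15 and 1 at D30. In these comparisons same-numbered samples correlated at a mean r of 0.267, 0.0595, 0.0969 and 0.167. The 6 heat response genes had medians of 1.82 at D15, 1.66 at D30 and 1.40 at 8 h, with 0, 1 and 1 of 6 called and 4, 3 and 1 of 6 at an unadjusted p under 0.05, and with the block 3, 2 and 1 were called.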

When we examined the downregulated genes, we observed a larger overlap between blue light and age enriched GO terms compared with the upregulated genes (Figure 2B). GO terms such as axon guidance, trans-synaptic signaling, ion transport, and rhythmic behavior were common between blue light and aging in the downregulated genes. In contrast, blue light samples were uniquely enriched for GO terms such as eye morphogenesis, neuron differentiation and cell differentiation, while aging samples enriched for terms such as visual behavior and adrenergic receptor signaling. These data suggest that during aging and blue light treatment, photoreceptors induce expression of stress response pathways and metabolic genes, while genes related to neuronal function are downregulated. However, we also observed many unique GO terms in blue light versus aging, again suggesting that there are distinctive gene regulatory pathways specific to each condition.

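Of the 19 genes the supplement lists for axon guidance at D30, 19 were called downregulated at D30 and 3 at 8 h (13 and 10 without the RUVs factors). For trans-synaptic signaling the D30 list of 21 genes gave 21 at D30 and 3 at 8 h, and for rhythmic behavior the list of 10 genes gave 10 and 1. Without the RUVs factors these were 11 and 10 for trans-synaptic signaling and 8 and 8 for rhythmic behavior. The lists for 3 h held 49 axon guidance genes, of which 12 were called at 3 h and 21 at D30, and 41 trans-synaptic genes, of which 10 and 19 were called. For cation transport, 19 of the 31 genes listed at 8 h were called at 8 h and 7 at D30, while of 29 genes listed at D30, 28 were called at D30 and 5 at 8 h (13 and 13 without the RUVs factors). Each list was drawn from genes the paper called in that condition in these same samples, which favors calls there.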

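Markers of neurons other than photoreceptors (17 genes) were lower at 8 h, with a median log2 fold change of −0.51 (camera adjusted p over 40 marker tests 0.000195), and at D30, with a median of −0.82 and 12 of 17 called (adjusted p 2.52e-10). With the correlation between genes estimated from the data, 0 of the 40 marker tests passed, in place of 15 with the preset correlation. Gad1 (FBgn0004516, chromosome 3L 4074077 to 4088744) fell most at D30 (log2 fold change −1.49, SE 0.17, edgeR adjusted p 0.000146), followed by nAChRbeta1 (FBgn0000038, 3L 4429349 to 4435993; −1.36, SE 0.20, adjusted p 0.000708). Glial markers (14 genes) had medians of −0.56 and −0.46 at 8 h and D30. Markers of R1–R6 (11 genes) had medians of −0.10 at 8 h (adjusted p 0.762), positive without the RUVs factors (0.39), and 0.30 at D30 (adjusted p 0.203).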

### 3.3. The Flies Used in This Study Are Potentially Resistant to Light Stress Due to Overexpression of Catalase in Photoreceptors

We were surprised that there were no significantly enriched GO terms in the genes that were upregulated upon 3 h of blue light exposure (Figure 2A) because our previous analysis of gene expression in photoreceptors from similar aged flies exposed to blue light identified substantial enrichment of GO terms associated with stress response [29]. The enrichment of stress-response associated GO terms in [29] was largely driven by the strong upregulation of *Heat shock* genes, so we directly compared the induction of these genes in both studies (Figure 3A). In this comparison, the log_2_ fold change for each gene is determined relative to the appropriate control in each study (3 h dark treatment for [29] versus 0 h exposure in the current study). 

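Of the 10 genes in Figure 3A, 8 had positive log2 fold changes after 3 h, with a median of 0.39, and 0 were called in the edgeR quasi-likelihood test, 0 also at an unadjusted p under 0.05. Adjusted over these 10 genes alone, the smallest p was 0.395. Hsp23 had a log2 fold change of 2.59 (SE 1.48, adjusted p 0.312, range over the other fits 0.0414 to 0.900), Hsp26 1.89 (SE 1.16, adjusted p 0.350) and Hsp68 1.17 (SE 1.29, adjusted p 0.634). Hsp83 had 0.73 (SE 0.76, adjusted p 0.614), Hsc70-4 0.42 (SE 0.21, adjusted p 0.235), Hsc70-3 0.36 (adjusted p 0.583), Hsc70-5 0.31 (SE 0.24, adjusted p 0.471) and CCT4 0.27 (adjusted p 0.633). Lower after 3 h were Hsp70Ab, at −0.68 (SE 1.13, adjusted p 0.775), and Nup98-96, at −0.28 (SE 0.19, adjusted p 0.397), which rose to 1.09 without the RUVs factors. Without the factors 1 of 10 was called, Hsc70-5 (log2 fold change 0.73, adjusted p 0.0342, range over the other fits 0.0342 to 0.918), and with the replicate number as a block in place of the factors 2 of 10, where same-numbered samples correlated at −0.0548.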

Unexpectedly, most of the stress response genes were not significantly induced in our study even though these were significantly upregulated in the previous study, despite the similarity in blue light treatment, age, and eye color of the flies used (Figure 3A). Because the EGFP used in the GFP^KASH^ nuclear membrane tag absorbs blue light in the 440–500 nm range with a λ_max_ of 488 nm [50], we initially wondered if the high levels of GFP^KASH^ protein present in the photoreceptors might diminish the negative impact of blue light on photoreceptor survival in the aging white-eyed flies, as well as our blue light exposure, which has a λ_max_ of 465 nm [20]. We note that the white LEDs present in the incubator used to raise these flies have a strong peak in the blue wavelengths (Figure S1), which is a common feature of commercially available white LEDs [51,52,53]. GFP-dependent photoprotection has been observed in reef coral experiencing high light stress [54,55,56]. However, since both white-eyed fly genotypes express photoreceptor-specific GFP, this is unlikely to underly the difference in sensitivity to blue light induced gene expression changes observed.

We next examined the genotype of the flies used in each study. In the previous study we used *cn bw; Rh1-Gal4* > *UAS-GFP^KASH^* flies [29], but for this study we developed new more efficiently expressed GFP^KASH^ transgenes that were directly under control of Rh1 genomic regulatory elements. These lines were used because they had higher nuclear RNA yields using the nuclei immuno-enrichment approach, and were created by *P*-element mediated transformation, generating insertions on multiple chromosomes to facilitate various genetic experiments. We carefully tested a subset of these lines to ensure that there was no premature age-dependent retinal degeneration in pigmented (red eye) backgrounds because insertion of the transgene could have resulted in mutation of a gene that was necessary for photoreceptor survival. 

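Catalase (symbol Cat, FBgn0000261, protein-coding) lies on the plus strand of chromosome 3L from 18822604 to 18828188 and has 3 exons of 239, 921 and 833 bases, with a first intron of 3495 bases. The stated insertion position, 18822623, lies 19 bases inside the gene start, within the 182 bases of the 5′ UTR in exon 1 and 162 bases ahead of its end. The nearest gene upstream, HipHop, ends 270 bases from the insertion on the same strand.

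**Figure D3:**
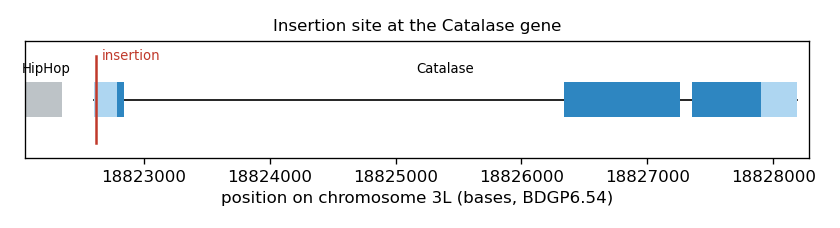
The 5′ end and exons of Catalase on chromosome 3L (horizontal axis, position in bases). Dark blue marks coding exons, light blue the untranslated parts, grey the end of HipHop and red the stated insertion position. The insertion falls inside the first exon.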

When we examined the insertion site of the *Rh1-GFP^KASH^* transgene used in the current study (referred to hereafter as line 3–1), we found that it was present near the 5′ UTR of the *Catalase* gene. *Catalase* encodes an enzyme that reduces hydrogen peroxide (H_2_O_2_), counteracting oxidative stress, and is protective in aging models [57,58,59]. Since the *Rh1-GFP^KASH^ 3–1* flies are viable, and homozygous lines do not exhibit premature retinal degeneration, *Catalase* expression is unlikely to be disrupted in these flies. Instead, to our surprise, when we examined the expression level of *Catalase* in the RNA-seq analysis from the current study and compared this with previously published RNA-seq data using *Rh1-Gal4* > *UAS-GFP^KASH^* flies, we observed substantially higher levels of *Catalase* expression in all the *Rh1-GFP^KASH^ 3–1* samples relative to *Rh1-Gal4* > *UAS-GFP^KASH^* flies [4,29] (Figure 3B). 

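Only the samples of the current study were analysed here. Catalase (Cat) had 45516 to 302095 counts per sample, or 0.267% to 1.48% of all counted pairs, and ranked between 5 and 47 among all features. With RUVs-adjusted counts and a gene length of 1993 bases, the mean RPKM was 2398 ± 847 at D5, 3813 ± 869 at 3 h, 2891 ± 632 at 5 h, 1338 ± 216 at 8 h, 2313 ± 437 at D15 and 2042 ± 280 at D30 (SD, n = 3 each). At D5 the same calculation gave 13.4 for eIF1A and 24.3 for RpL32, and without the RUVs adjustment 29.1 and 81.2, beside 2206 for Catalase. Catalase was not differentially expressed in any comparison with D5 (edgeR): the log2 fold change was 0.68 at 3 h (SE 0.33, adjusted p 0.222) and −0.87 at 8 h (SE 0.34, adjusted p 0.117, range over the other fits 0.00134 to 0.940). At 3 h it reached 1.48 without the RUVs factors (adjusted p 0.0138, range over the other fits 0.0138 to 0.729) and turned to −2.13 when only the 6 samples were fitted.

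**Figure D4:**
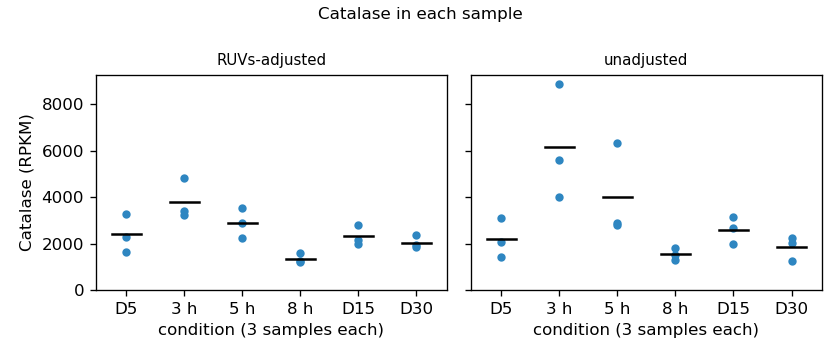
Catalase RPKM (vertical axis) in each condition (horizontal axis), with RUVs-adjusted counts and with unadjusted counts in separate panels. Points are samples and bars are means of 3 samples. The panels differ most at 3 h and 5 h.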

We note that all RNA-seq samples compared in Figure 3B consist of total ribo-depleted nuclear RNA. To examine the steady-state mRNA levels of *Catalase* expression in the *Rh1-GFP^KASH^ 3–1* flies, we performed qRT-PCR analysis in two independent third chromosome insertions of *Rh1-GFP^KASH^*: lines 3–1 and 3–2, both in a *cn bw* background. We also observed significantly higher *Catalase* expression in line 3–1, which has the insertion in the 5′ region of *Catalase*, relative to line 3–2, but not to that same extent as observed in the nuclear RNA measurements. We conclude that insertion of the very strong Rh1 genomic regulatory elements near the 5′ UTR of *Catalase* results in potent induction of *Catalase* transcription in photoreceptor nuclei, which contributes to higher steady-state expression of *Catalase* mRNA. Thus, the white-eyed flies used in this study are likely protected against some of the oxidative stress associated with blue light or aging and should be considered an ameliorated model with regards to reactive oxygen species (ROS) levels. However, stress response genes are induced in the Rh1-GFP^KASH^ flies at older time points (D15, D30) and upon longer blue light exposures, suggesting that although these flies may be resistant at lower blue light exposures or earlier stages of aging, they do eventually experience the same types of gene expression changes observed in more sensitive models. 

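Among the 10 genes of Figure 3A, 9 were higher at 5 h, 7 at 8 h, 7 at D15 and 10 at D30, and 1 was called at 5 h, 0 at 8 h, 0 at D15 and 0 at D30 (3, 0, 1 and 1 at an unadjusted p under 0.05). The called gene was Nup98-96 at 5 h (log2 fold change 0.59, SE 0.16, edgeR adjusted p 0.0374, 0.0277 over the 10 genes alone). Adjusted over the 10 genes alone, the smallest p was 0.411 at 8 h, 0.267 at D15 and 0.198 at D30. Hsp26 (FBgn0001225, chromosome 3L 9376418 to 9377427) had a log2 fold change of 2.86 at 5 h (SE 1.07, adjusted p 0.102), 2.41 at D15 (adjusted p 0.202) and 2.61 at D30 (SE 1.00, adjusted p 0.0852). As a family, 17 heat shock proteins had a median of 0.69 at 5 h (camera adjusted p 0.0116), 0.06 at 8 h (adjusted p 0.667), 0.51 at D15 (adjusted p 0.150) and 0.78 at D30 (adjusted p 0.139). With the replicate number as a block, where same-numbered samples correlated at 0.267 for 5 h, 5 of the 10 genes were called at 5 h, 2 at 8 h, 2 at D15 and 1 at D30. The family medians in that block fit were 1.32 at 5 h (adjusted p 1.66e-05), 0.92 at 8 h (adjusted p 0.00278), 1.13 at D15 (adjusted p 0.00129) and 0.83 at D30 (adjusted p 0.209).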

We note that in some respects, these resistant flies provide advantages for studying gene expression changes associated with light stress versus aging because substantial retinal degeneration could interfere with our ability to obtain sufficient nuclear RNA and compare light stress and aging in the same flies.

### 3.4. Aging and Light Stress Have Unique and Overlapping Effects on Gene Expression in Photoreceptors

To examine the common and distinct pathways regulated by blue light and aging in more detail, we next directly compared the differentially expressed gene sets between each condition for either the upregulated or downregulated genes. We compared these groups separately because we reasoned that the direction of change in expression should be the same under blue light exposure or aging if these genes have a shared biological function in either process. 

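Overlaps between upregulated genes exceeded the number expected from the 9427 tested genes in all 10 pairs (Fisher's exact test, Benjamini-Hochberg adjusted over the 10 pairs of each direction). Between blue light and aging, 14 genes were shared by 3 h and D15 (6.63 expected, adjusted p 0.00646), 40 by 5 h and D15 (7.25 expected, adjusted p 1.78e-19) and 39 by 8 h and D15 (6.58 expected, adjusted p 5.21e-20). The test takes genes as independent, and the shared D5 samples inflate it. Without the RUVs factors the 3 h and D30 overlap was 36 genes against 29.6 expected, and 8 h and D15 shared 2.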

As suggested by the GO term analysis in Figure 2, we observed a high overlap between the upregulated genes in both age and blue light (Figure 4A) that was significant for all pairwise comparisons (Figure 4B).

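Within blue light, 166 upregulated genes were shared by 3 h and 5 h (22.2 expected, adjusted p 5.26e-108) and 140 by 5 h and 8 h (22.0 expected, adjusted p 1.53e-78). D15 and D30 shared 128 (12.6 expected, adjusted p 1.30e-119). The 8 h and D30 sets shared 120 (38.2 expected, adjusted p 9.32e-32), 4th of the 10 pairs by p. Leaving out the RUVs factors made the latter overlap 64 genes against 17.9 expected.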

Although the pairwise comparisons between flies exposed to either blue light or during aging showed the most significant overlap (compare 3 h vs 5 h blue, or D15 vs D30), we also observed a highly significant overlap between 8 h blue light and D30. To examine these overlaps in more detail, we generated cnetplots that illustrate the common differentially expressed genes that contribute to each of the enriched GO terms. 

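The supplement lists 37 DNA repair genes among those upregulated at 8 h. All 37 had positive log2 fold changes at 8 h and at D30, with medians of 0.86 and 0.51, and 19 were called at 8 h and 11 at D30 (15 and 5 without the RUVs factors). Of the 23 DNA repair genes listed for D30, 17 were called at D30 (median 0.69) and 9 at 8 h, where 21 were higher (7 and 3 called without the factors). For DNA metabolic process, 21 of the 45 genes listed at 8 h were called at 8 h and 13 at D30. These lists were drawn from the same samples, so their members were bound to differ from D5.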

The cnetplot generated from the commonly upregulated genes identified under 8 h blue light and late aging (D30) revealed multiple GO terms related to DNA damage response and repair (Figure 4C). These GO terms were driven by upregulation of genes such as *Xpac* and *Rrp1*, which encode proteins that recognize and catalyze steps in base excision repair. Similarly, *Rad50* and *mre11*, two other genes commonly upregulated in 8 h of blue light and D30, encode the components of the DNA damage repair (DDR) complex involved in recognition and repair of double stranded breaks. 

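Xpac (FBgn0004832, chromosome X 4102955 to 4104197, protein-coding, 40 to 144 counts per sample) rose from 2.88 ± 0.47 cpm at D5 to 4.26 ± 0.41 cpm at 8 h (log2 fold change 1.29, SE 0.30, n = 3 and 3, edgeR quasi-likelihood adjusted p 0.0185, range over the other fits 2.23e-05 to 0.970). At D30 it reached 5.67 ± 1.99 cpm (log2 fold change 0.63, SE 0.25, adjusted p 0.102, range 0.0121 to 0.609). Its exons overlap CG15375 on the opposite strand by 41 bases, and how counts in the overlap were assigned was not checked. Rrp1 (FBgn0004584, chromosome 2L 2969773 to 2972508, protein-coding, 40 to 160 counts) rose from 3.60 ± 0.67 cpm to 5.51 ± 1.12 cpm at 8 h (log2 fold change 1.19, SE 0.26, adjusted p 0.0141, range 1.83e-07 to 0.604) and 6.60 ± 1.84 cpm at D30 (0.65, SE 0.22, adjusted p 0.0544, range 0.00269 to 0.449). With the replicate number as a block, where same-numbered D30 and D5 samples correlated at 0.167, Rrp1 at D30 had a log2 fold change of 0.73 (adjusted p 0.0299).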

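rad50 (FBgn0034728, chromosome 2R 22421013 to 22425482, protein-coding) rose from 17.7 ± 0.47 cpm at D5 to 28.5 ± 1.06 cpm at 8 h (log2 fold change 0.72, SE 0.15, edgeR adjusted p 0.00911, range over the other fits 0.000135 to 0.534) and 38.5 ± 2.02 cpm at D30 (1.04, SE 0.12, adjusted p 0.000194, range 4.52e-12 to 0.0609). At 5 h it was also higher (log2 fold change 0.93, adjusted p 0.00214). mre11 (FBgn0020270, chromosome 2L 11282090 to 11284335, protein-coding) rose from 5.90 ± 0.33 cpm to 8.87 ± 1.28 cpm at 8 h (0.93, SE 0.22, adjusted p 0.0189, range 7.56e-05 to 0.568) and 10.1 ± 1.44 cpm at D30 (0.57, SE 0.19, adjusted p 0.0467, range 0.0130 to 0.398). After 3 h mre11 was lower (log2 fold change −0.96, SE 0.23, adjusted p 0.0201). Its exons share 9 bases with Osi21.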

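The cell cycle family (51 genes) had a median log2 fold change of 0.32 at 8 h with 35 genes higher (camera adjusted p 0.00213), 0.22 at D15 (adjusted p 0.000209) and 0.38 at D30 with 44 higher (adjusted p 0.00015). At 8 h the largest increases were in ncd (FBgn0002924, chromosome 3R 29804290 to 29807127; log2 fold change 1.54, SE 0.40, edgeR adjusted p 0.0289) and Skp2 (FBgn0037236, 3R 4334879 to 4337674; 1.31, SE 0.38, adjusted p 0.0417). With the replicate number as a block, where same-numbered D30 samples correlated at 0.167, the D30 median was 0.36 (adjusted p 0.000277). At D30 the largest increases were in Skp2 (1.34, SE 0.33, adjusted p 0.0128) and CycA (FBgn0000404, 3L 11826719 to 11833578; 1.19, SE 0.28, adjusted p 0.0102). Exons of ncd and Skp2 overlap other genes by 417 and 409 bases. Of the mitotic cell cycle genes the supplement lists for 8 h, 62 were tested, 24 were called at 8 h and 16 at D30, and of 40 tested for D30, 30 were called at D30 and 8 at 8 h (28 and 6, and 14 and 8, without the RUVs factors).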

We also observed GO terms not directly associated with the DNA damage response that were related to the cell cycle. Previous studies have identified the upregulation of cell cycle genes in post-mitotic neurons undergoing programmed cell death in both age-related disease [60] or DNA damage models [61,62,63], suggesting the similar upregulation we observe in aged photoreceptors may also represent a neuronal cell death transcriptional signature. While blue light and aging share common upregulated genes, aging flies at D15 and D30 also exhibited shared upregulation of genes associated with DNA damage and stress response (Figure 4D). 

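At D15 the DNA repair family had a median log2 fold change of 0.28 with 41 of 52 genes higher (camera adjusted p 6.49e-06), led by Fancd2 (log2 fold change 1.29, SE 0.25, edgeR adjusted p 0.0178) and spn-A (1.09, SE 0.26, adjusted p 0.0342). Of the DNA repair genes listed in the supplement for D30, 5 of 23 were called at D15 (0 without the RUVs factors) and 22 were higher.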

Interestingly, many of the same genes commonly upregulated with age (Figure 4D) were also identified in the overlap between 8 h and D30 (Figure 4C), suggesting that both blue light and aging induce similar upregulation of genes involved in the DNA damage response. 

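Among the upregulated genes shared by D15 and D30, 36 of 128 (28.1%) were also called at 8 h in the same direction.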

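Sets for 3 h and D30 shared 70 upregulated genes (38.4 expected, Fisher's exact test, adjusted p 4.72e-07) and 89 downregulated genes (26.7 expected, adjusted p 1.05e-25). Those for 5 h and D30 shared 126 upregulated genes (42.0 expected, adjusted p 3.12e-31) and 155 downregulated genes (37.2 expected, adjusted p 1.54e-59).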

Although a significant number of genes were differentially expressed in both 3 h and D30 (85 genes), as well as 5 h and D30 (54 genes), no GO terms were significantly enriched in these shared gene sets.

While significant overlaps exist between upregulated genes in aging and blue light exposed flies, many unique gene expression changes also occur under each condition. 

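Only at D30 were 538 genes upregulated, and only at 8 h 219. A gene called in 1 comparison and missed in another need not differ between them, and in the direct test of D30 against 8 h 149 of the 538 genes were higher at D30 and 94 of the 219 were lower. With no RUVs factors the sets held 138 and 484 genes.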

To explore the differences between age and blue light, we focused on the uniquely upregulated genes in either D30 (368 genes) or 8 h blue light (568 genes) samples. 

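Between D30 and 8 h directly, the family of antimicrobial peptides and immune recognition (29 genes) was higher at D30, with a median log2 fold change of 1.23 and 22 genes higher (camera adjusted p 7.72e-05). With the correlation between genes estimated from the data the adjusted p was 0.182, and with the replicate number as a block, where same-numbered D30 and 8 h samples correlated at −0.147, the median was 1.05 (adjusted p 0.00122). Its largest differences were in BomS6 (FBgn0040733, chromosome 2R 18390353 to 18390629; log2 fold change 3.34, SE 0.49, edgeR adjusted p 0.00116) and Dro (FBgn0010388, 2R 14745961 to 14746714; 2.78, SE 0.61, adjusted p 0.0135). Against D5 the family had a median of 0.27 at D30 (adjusted p 0.104, 0.0250 without the RUVs factors) and −0.74 at 8 h (adjusted p 0.00341). From the supplement's D30 lists, 19 of 25 defense response genes, 11 of 13 rRNA processing genes and 14 of 18 ribosome biogenesis genes were called at D30, with medians of 0.68, 0.76 and 0.75 (6, 1 and 1 called without the factors). These lists came from genes the paper called upregulated only at D30 in these same samples, which favors calls at D30.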

GO term analysis of genes that were uniquely upregulated at D30 (age) enriched for processes involved in the defense and immune response, rRNA processing, ribosome biogenesis, and nucleoside metabolism (Table S3). The upregulation of immune and defense response pathways may signal that aging flies have an accumulation of pathogens [64,65], while the increase in ribosome biogenesis indicates a regulatory feedback loop from the disruption or dysregulation in protein synthesis [66]. In contrast, 8 h blue light resulted in the unique upregulation of a large number of genes involved in cellular organization, growth, neuronal projections, nucleotide excision repair (NER), and the negative regulation of response to stimulus (Table S3). 

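Of the 7 genes listed for nucleotide excision repair in the supplement, 3 were called at 8 h (median log2 fold change 0.74) and 0 at D30 (median 0.25, 2 at an unadjusted p under 0.05), though all 7 were higher in both. The mitotic cell cycle list for 8 h alone had 37 tested genes, of which 14 were called at 8 h and 2 at D30. Both lists came from genes the paper called upregulated only at 8 h in these same samples, so fewer calls at D30 were built in.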

For example, *PKa-R1* and *Vps33B* are involved in suppressing the light response [67,68], suggest that photoreceptors induce expression of genes to directly counteract the overactivation of the phototransduction signaling cascade caused by blue light exposure, and that this response is not induced during aging.

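Pka-R1 (FBgn0259243, chromosome 3L 20816118 to 20836048, protein-coding) went from 383 ± 131 cpm at D5 to 558 ± 36.2 cpm at 8 h (log2 fold change 0.60, SE 0.24, n = 3 and 3, edgeR quasi-likelihood adjusted p 0.13) and to 267 ± 40.8 cpm at D30 (−0.56, SE 0.19, adjusted p 0.0590). Over the other fits the adjusted p at 8 h ranged from 0.00667 to 0.583, the smallest with the replicate number as a block, where same-numbered samples correlated at 0.0595. Tested directly, Pka-R1 was lower at D30 than at 8 h (log2 fold change −1.16, adjusted p 0.0239). Vps33B (FBgn0039335, chromosome 3R 25473490 to 25475756, protein-coding, 48 to 160 counts) went from 5.92 ± 0.90 cpm to 8.39 ± 0.34 cpm at 8 h (0.53, SE 0.30, adjusted p 0.279, range 0.0362 to 0.958) and 5.59 ± 1.34 cpm at D30 (−0.09, SE 0.26, adjusted p 0.837, positive in some fits). The direct difference between D30 and 8 h was −0.62 (adjusted p 0.335). Exons of Vps33B overlap CG4553 by 121 bases.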

We also observed a high overlap of downregulated genes between aging and blue light (Figure 5A), which were significant for all pairwise comparisons (Figure 5B). 

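Downregulated genes overlapped beyond expectation in all 10 pairs too, from 27 genes shared by 3 h and 8 h (13.7 expected, Fisher's exact test, adjusted p 0.000569) to 176 shared by D15 and D30 (18.8 expected, adjusted p 9.89e-152). Within blue light, 3 h and 5 h shared 128 (13.9 expected, adjusted p 1.26e-94) and 5 h and 8 h shared 146 (19.1 expected, adjusted p 6.49e-95).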

While the most significant pairwise comparisons were between blue light and aging conditions, the most significant overlap between blue light and age was between 8 h and D30. 

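The 8 h and D30 sets shared 122 downregulated genes (36.8 expected, adjusted p 7.12e-35), 5th of the 10 pairs by p and behind 5 h and D30, but ahead of 5 h and D30 without the RUVs factors (78 and 47 shared genes, unadjusted log10 p −26.7 and −24.3). With different D5 samples for 8 h and D30 they shared 34.7 on average against 55.6 with overlapping ones. The genes lower at both tracked a score of RNA from other cells more than other genes did. D15 shared 40 with 3 h, 47 with 5 h and 58 with 8 h (adjusted p 1.03e-19, 6.38e-20 and 8.67e-30).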

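shakB (FBgn0085387, chromosome X 20761071 to 20927050, protein-coding) fell from 370 ± 74.5 cpm at D5 to 209 ± 49.5 cpm at 8 h (log2 fold change −0.72, SE 0.22, n = 3 and 3, edgeR quasi-likelihood adjusted p 0.0492, range over the other fits 0.00329 to 0.730) and 193 ± 22.4 cpm at D30 (−0.98, SE 0.18, adjusted p 0.00222). At 8 h its log2 fold change turned positive (0.41) when only the 6 samples were fitted, where the second RUVs factor separated all 8 h samples from all D5 samples. trpl (FBgn0005614, chromosome 2R 9753697 to 9765518, protein-coding) was at 14972 ± 3334 cpm at D5, 11600 ± 112 cpm at 8 h (−0.59, SE 0.21, adjusted p 0.0853, range 0.00188 to 0.994) and 10336 ± 3130 cpm at D30 (−0.52, SE 0.17, adjusted p 0.0429, range 0.00999 to 0.285).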

The cnetplot of this overlapping gene set revealed genes associated with phototransduction such as *shakB* and *trpl*. (Figure 5C). When we evaluated the overlap between D15 and D30, we identified genes associated with neurotransmitter signaling and behavior (Figure 5D). For example, *Gabat* and *AANAT1* both encode enzymes that modify neurotransmitters involved in the regulation of sleep. 

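Gabat (FBgn0036927, chromosome 3L 19997714 to 20000686, protein-coding) fell from 36.5 ± 7.23 cpm at D5 to 18.9 ± 2.62 cpm at D15 (log2 fold change −0.84, SE 0.17, edgeR adjusted p 0.0209, range over the other fits 0.00103 to 0.362) and 20.2 ± 0.94 cpm at D30 (−0.86, SE 0.17, adjusted p 0.00381). Its exons overlap Tom20 by 29 bases. AANAT1 (FBgn0019643, an identifier without a position in the annotation used) fell from 61.8 ± 8.37 cpm to 32.0 ± 5.53 cpm at D15 (−0.76, SE 0.13, adjusted p 0.00970, range 3.51e-05 to 0.318) and 27.8 ± 6.94 cpm at D30 (−1.22, SE 0.13, adjusted p 8.10e-05). The overlapping downregulated sets of D15 and D30 held both genes, and 43 of their 176 genes (24.4%) were also called at 8 h.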

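The phototransduction family (33 genes) had a median log2 fold change of −0.13 at 8 h (camera adjusted p 0.594), which became 0.31 without the RUVs factors (adjusted p 0.0463). At D30 the median was 0.25 with 25 genes higher, 6 called upregulated and 3 downregulated (adjusted p 0.0688). With the replicate number as a block, where same-numbered samples correlated at 0.167, the D30 median was 0.29 (adjusted p 0.0410). At D15 it was 0.24 (adjusted p 0.00346), led by ninaD (FBgn0002939, chromosome 2L 18081628 to 18083608; log2 fold change 1.91, SE 0.67, edgeR adjusted p 0.121) and rtp (FBgn0087005, 3R 5236092 to 5237315; 0.83, SE 0.20, adjusted p 0.0355).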

Based on this, we conclude that extended blue light exposure (8 h) induces similar changes in phototransduction genes as those in old D30 photoreceptors.

Last, we asked what unique processes were downregulated with age or blue light. 

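Downregulated genes called only at D30 numbered 477, of which 81 were lower at D30 than at 8 h in the direct test, and those called only at 8 h numbered 191, of which 95 were higher at D30. Fits without the factors left 82 and 653 genes in these sets.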

We identified 190 and 287 unique downregulated genes in D30 and 8 h blue light samples, respectively. Surprisingly, no GO terms were enriched in the uniquely downregulated genes upon 8 h of blue light. However, downregulated genes specific to D30 enriched for functions related to cation and transmembrane ion transport (Table S4). 

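Of the 14 genes the supplement lists for monovalent inorganic cation transport, 13 were called at D30 (median log2 fold change −0.77) and 1 at 8 h. Without the RUVs factors 4 were called at D30 and 5 at 8 h. The list came from genes the paper called downregulated only at D30 in these same samples. The gap between D30 and 8 h with the factors was therefore largely built in.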

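KCNQ (FBgn0033494, chromosome 2R 10145897 to 10192394, protein-coding) went from 1321 ± 111 cpm at D5 to 1814 ± 157 cpm at 8 h (log2 fold change 0.20, SE 0.15, edgeR quasi-likelihood adjusted p 0.430) and 836 ± 227 cpm at D30 (−0.65, SE 0.12, adjusted p 0.00312, range over the other fits 1.14e-05 to 0.231). Its exons overlap CG18011 and an antisense RNA by 1063 bases. kcc (FBgn0261794, chromosome 2R 23907654 to 23925066) went from 390 ± 41.9 cpm to 567 ± 55.7 cpm (0.24, adjusted p 0.420) and 239 ± 46.7 cpm (−0.60, SE 0.15, adjusted p 0.0129, range 0.00160 to 0.144), with 158 bases shared with an antisense RNA. In the direct test both were lower at D30 than at 8 h (KCNQ −0.84, adjusted p 0.0109; kcc −0.84, adjusted p 0.0244). CG3078 (FBgn0023524, chromosome X 2254403 to 2259863) fell from 22.9 ± 2.51 cpm to 13.2 ± 2.12 cpm at 8 h (−0.61, SE 0.22, adjusted p 0.0892, range 0.00497 to 0.833) and 14.6 ± 3.95 cpm at D30 (−0.72, SE 0.18, adjusted p 0.0152), with a direct difference of −0.11 (adjusted p 0.829). Ork1 (FBgn0017561, chromosome X 10878054 to 10891250) fell from 16.7 ± 4.05 cpm to 9.71 ± 2.20 cpm at 8 h (−0.34, adjusted p 0.360, range 0.0167 to 0.908, positive in the fit of 6 samples) and 10.8 ± 3.30 cpm at D30 (−0.80, SE 0.19, adjusted p 0.0107), with a direct difference of −0.46 (adjusted p 0.315). At 8 h CG3078 was called lower in 8 of 20 other settings and Ork1 in 4 of 19. Both were among the calls without the RUVs factors (−0.79, adjusted p 0.0129, and −0.78, adjusted p 0.0309). The family of potassium channels and transporters (28 genes) had a median of −0.25 at D30 (camera adjusted p 0.0209) and −0.23 at 8 h (adjusted p 0.127). Directly compared, D30 and 8 h differed by −0.07 (adjusted p 0.472), a sign that flipped without the RUVs factors. With the replicate number as a block, where same-numbered samples correlated at 0.167, the family's D30 median was −0.16 (adjusted p 0.0377). Its decrease at D30 did not pass with the correlation between genes estimated from the data.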

Specifically, these genes encode multiple potassium channels, such as *KCNQ*, *kcc*, *CG3078*, and *Ork1*. Potassium transport is an important stabilizer of photoreceptor membrane potential [69,70], and the downregulation of these genes suggests that this process may become dysregulated in aging photoreceptors. 

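ATPsynB (FBgn0019644, chromosome 3L 9729999 to 9731224, protein-coding) fell from 42.2 ± 7.78 cpm at D5 to 30.2 ± 4.03 cpm at 8 h (log2 fold change −0.26, edgeR adjusted p 0.437) and 26.4 ± 8.18 cpm at D30 (−0.75, SE 0.18, adjusted p 0.00994, range over the other fits 0.000671 to 0.123). blw (FBgn0011211, chromosome 2R 22799099 to 22802180, protein-coding) fell from 310.0 ± 31.6 cpm to 223 ± 12.5 cpm at 8 h (−0.16, adjusted p 0.666, positive in some fits) and 203 ± 73.3 cpm at D30 (−0.73, SE 0.18, adjusted p 0.0142). VhaM9.7-a (FBgn0035521, chromosome 3L 4262705 to 4263464, protein-coding, 29 to 111 counts) fell from 4.47 ± 0.86 cpm to 3.99 ± 0.83 cpm at 8 h (−0.56, adjusted p 0.242) and 2.49 ± 0.83 cpm at D30 (−0.71, SE 0.25, adjusted p 0.0674, range 0.0117 to 0.324). In the direct test of D30 against 8 h the differences were −0.49 (adjusted p 0.248), −0.57 (adjusted p 0.196) and −0.15 (adjusted p 0.840). The nuclear genes of the respiratory chain and ATP synthase (72 genes) had medians of 0.17 at 3 h (camera adjusted p 0.0836; −0.37 without the RUVs factors), 0.26 at 5 h (adjusted p 0.000252), −0.30 at 8 h (camera adjusted p 7.32e-05), −0.48 at D15 (adjusted p 2.60e-20) and −0.33 at D30 (adjusted p 1.45e-09), and −0.07 for D30 against 8 h (adjusted p 0.25). The members that fell most at D30 were ND-B17.2 (log2 fold change −0.81, SE 0.16, adjusted p 0.00381) and ATPsyngamma (−0.79, SE 0.19, adjusted p 0.0121). With the correlation between genes estimated from the data, none of the decreases of this family against D5 passed.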

Additionally, we observed age-specific downregulation of genes involved in ATP synthesis, such as *ATPsynb*, *blw*, and *VhaM9.7-a*. This suggests that that there might be a decrease in energy production in aging photoreceptors that is independent of light stress.

### 3.5. Catalase Overexpression Correlates with Decreased Retinal Degeneration and Oxidative Stress Levels

Because the white-eyed *Rh1-GFP^KASH^ 3–1* flies used in the current study exhibited high levels of *Catalase* expression in photoreceptors, and delayed gene expression responses relative to previous studies [20,45], we wondered if these flies would also be protected against the retinal degeneration induced by blue light exposure in white-eyed flies. Prolonged exposure to blue light (8 h) induces retinal degeneration in young (day six, D6) white-eyed flies, although there are differences in severity between *w*^1118^ and *cn bw* genotypes [45]. We assessed retinal degeneration in our white-eyed *Rh1-GFP^KASH^ 3–1* flies during aging or light stress (see methods). To do this, we exposed young D5 flies to blue light of varying durations (3, 5, or 8 h), or aged flies under standard 12:12 light:dark conditions to time points between D5 and D50 (D5, D15, D30, D50), and assessed retinal degeneration (rhabdomere loss) by staining retinas with phalloidin, which marks the actin-rich rhabdomeres in the photoreceptors (Figure 6A). Similar to our previous observations for white-eyed flies expressing GFP^KASH^ [29], shorter durations of blue light exposure (3–5 h) did not induce substantial retinal degeneration (Figure 6B). Interestingly, prolonged blue light exposure (8 h) also did not result in significant rhabdomere loss; however, multiple replicates showed a degeneration phenotype, albeit to a lesser extent than that observed previously in *w*^1118^ or *cn bw* flies that do not express GFP [45]. Moreover, in contrast to observations for *w*^1118^ flies, which show initial signs of retinal degeneration by D5 that progress to substantial rhabdomere loss at D15 and D30 [47], we did not observe significant retinal degeneration with age in the genotype used for this study (Figure 6C). However, similar to 8 h blue light exposure, multiple D50 replicates of line 3-1 showed a retinal degeneration phenotype.

To test if the overexpression of *Catalase* in the *Rh1-GFP^KASH^ 3–1* flies correlated with protection from blue light-induced retinal degeneration, we assessed blue light-induced retinal degeneration in the *Rh1-GFP^KASH^ 3–2* flies that did not overexpress *Catalase* and in *w*^1118^ flies using an identical approach to that used for the 3–1 line. In contrast to line 3–1, we did observe significant rhabdomere loss in the *Rh1-GFP^KASH^ 3*–*2* line and in *w*^1118^ flies of the same age exposed to 8 h blue light exposure, consistent with previous studies [20,45] (Figure 6B). These data indicate that photoreceptor overexpression of *Catalase* in the white-eyed flies used in the current study (line 3–1) correlates with decreased retinal degeneration resulting from prolonged (8 h) blue light treatment. Since we did observe early sporadic signs of rhabdomere loss in the flies used for this study both at 8 h and at older time points (D50), we predict that retinal degeneration might only be delayed in this genetic background relative to other white-eyed flies.

Oxidative stress increases in many tissues during aging [71,72], and we previously showed that blue light increases levels of H_2_O_2_ and a marker of lipid peroxidation, malondialdehyde, in the eye [46]. To compare oxidative stress induced by aging or blue light exposure in the flies used for this study relative to *w*^1118^, we examined ratios of reduced and oxidized glutathione (GSH:GSSG) in dissected eyes from flies treated as outlined in Figure 6A. Glutathione is an important thiol antioxidant that prevents the accumulation of toxic lipid peroxides [73,74]. The ratio of GSH:GSSG correlates with, and provides an indication of, the relative level of cellular oxidative stress [75,76]. In this assay, a decreased ratio of GSH:GSSG indicates higher levels of the oxidized glutathione pool, correlating with increased oxidative stress. Using this approach, we found a significant increase in oxidative stress in *w*^1118^ flies exposed to 8 h blue light but not in *cn bw; Rh1-GFP^KASH^ 3–1* (Figure 7A). However, we did observe a significant increase in oxidative stress in the latter genotype in D30 relative to D5 (Figure 7B). Surprisingly, there was a significant increase in the GSH:GSSG ratio in D15 flies relative to untreated D5, indicating that these flies have a more reduced glutathione pool which may infer a higher capacity to respond to oxidative damage than that of D5 flies, potentially correlating with *Catalase* expression, although this has not been tested in the current study. These data suggest that the early changes in aging white-eyed flies by D15 might include an increased antioxidant response, but that this is insufficient to counteract the high levels of oxidative stress present at older ages such as D30. These glutathione pool measurements, together with the retinal degeneration assessment in the fly line used in the current study, support a neuroprotective role for *Catalase* overexpression in photoreceptors in both light stress and aging models.

## 4. Discussion

Here, we directly compare gene expression changes that result from light stress or aging in photoreceptors, allowing us to separate the age-associated changes in gene expression caused by environmental light stress from those caused by other factors. Similar to our previous study in young (D6) white-eyed flies exposed to 3 h blue light [29], we also identified similar functional categories of genes that were differentially expressed upon different blue light exposure durations in these flies (D5). In particular, blue light upregulates expression of several stress response genes, indicating that this light exposure causes a substantial stress response in the fly photoreceptors. Other studies have shown that flies exposed to lower intensities of blue light throughout their lifespan exhibit increased expression of heat shock and oxidative stress genes [25]. When we compared blue light and aging, we identified substantial overlaps in gene expression between the longest blue light exposure condition and D30. However, oxidative stress levels as measured by oxidized:reduced glutathione levels were only significantly higher at D30, and not under 8 h blue light exposure. We previously observed increased H_2_O_2_ and malondialdehyde (lipid peroxidation) levels in eyes from *w*^1118^ flies exposed to 8 h blue light [46], indicating that blue light increases oxidative stress levels in the eye. Moreover, both these markers of oxidative stress and retinal degeneration were rescued by overexpression of *Cytochrome-b5*, which suppresses the lipid peroxidation resulting from blue light exposure [46]. We attribute the differences in severity/onset of the retinal degeneration in the flies used in the current study (*Rh1-GFP^KASH^ 3–1*) versus the previous lines used (*w*^1118^ or *cn bw*) to the high levels of *Catalase* expressed in photoreceptors resulting from the insertion position of the transgene. Recent studies have shown that *w*^1118^ (null mutation in the gene *white*) flies that lack eye pigment exhibit significant retinal degeneration in 50% of ommatidia by D5, and that retinal degeneration progresses further by D15 and D30 [48]. Despite this potential protective effect, the increase in stress response genes observed in our D5 flies exposed to 3, 5, or 8 h blue light suggests that they are experiencing oxidative stress, but that the overexpression of *Catalase*, which reduces H_2_O_2_ and decreases oxidative stress, might be sufficient to prevent global changes in glutathione ratios in the eye. This is particularly striking given that the overexpression of *Catalase* at steady-state level is relatively modest (~30% higher than control), even though *Catalase* nuclear transcript levels were much higher. Similarly, the higher reduced pool of glutathione observed in white-eyed D15 flies suggests that relatively young flies may be able to counteract the early effects of oxidative stress in part by increasing antioxidant capacity. It is interesting that *Catalase* expression correlates with protection against blue light stress because overexpression of *Superoxide dismutase 1* (*Sod1*) decreases H_2_O_2_ levels in the eye but does not protect against blue light-induced retinal degeneration [46]. Although the high level of *Catalase* expression in the *Rh1-GFP^KASH^ 3–1* flies generated in this study was inadvertent, these flies provide an intriguing model for further study to characterize the oxidative stress-dependent transcriptome of aging photoreceptors. The differences in level of *Catalase* expression observed between the photoreceptor nuclear RNA and whole head steady-state mRNA levels are also notable, suggesting that *Catalase* mRNA levels might be tightly regulated in these cells.

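Of the 1651 genes called at D30, 159 (9.63%) were also called in the same direction after 3 h, 281 (17.0%) after 5 h and 242 (14.7%) after 8 h, and 465 (28.2%) after at least 1 exposure. Over the other settings the 8 h share ranged from 9.68% to 39.4% and the share for any exposure from 21.9% to 54.3%. All these comparisons share the D5 samples, which raises the overlap.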

Overall, our data indicate that 15–25 percent of the gene expression changes observed in aging photoreceptors can likely be attributed to light stress. These light stress-dependent gene expression changes include the upregulation of stress response and DNA repair pathways, as well as a conserved neuronal cell death signature consisting of cell cycle genes. In addition, light stress appears to be responsible for the downregulation of phototransduction genes observed in aging photoreceptors. Although the current studies were performed in white-eyed flies, some similar GO terms were enriched when gene expression changes were analyzed during aging in flies with red eyes (*Rh1-Gal4* > *UAS-GFP^KASH^*), albeit at much later time points [4,33]. However, because of the differences in genetic background and nuclei immuno-enrichment technique used, it is not possible to directly compare the data from these studies. Thus, our data suggest that the eye ages more rapidly in white versus red-eyed flies, likely due to an increase in light stress dependent accumulation of damage that is ameliorated by the presence of neuroprotective pigments in red-eyed flies.

Although many pathways were commonly regulated by light stress and aging, we also identified gene expression signatures that were unique to each condition. During aging, genes involved in defense and immune response were upregulated while genes involved in ion transport and ATP synthesis were downregulated. These data indicate that aging photoreceptors might be exposed to other environmental stresses such as cellular damage or pathogens that induce immune response. Moreover, aspects of metabolism may become dysregulated in aging photoreceptors independent of light stress. Recent work by our lab has identified metabolic changes in the aging *Drosophila* eye that include changes to folate, S-adenosyl-methionine (SAM), and glutamate biosynthesis [77]. In contrast, blue light exposure upregulated genes involved in cellular organization and the negative regulation of stimulus, suggesting that blue light exposed photoreceptors induce gene expression pathways to quench the light response, likely as a neuroprotective mechanism. Since these pathways were not induced in aging photoreceptors, they likely represent a specialized response to light stress in the eye.

Together, our data support a model in which light stress and other factors contribute to the aging transcriptome of photoreceptors. Moreover, we demonstrate that white-eyed flies might provide a suitable model for premature aging in the *Drosophila* eye. Our study helps to define the complicated environmental and intrinsic signals that lead to changes in gene expression within a single cell type, photoreceptor neurons, in an aging organism.

## Figures and Tables

**Figure 1:**
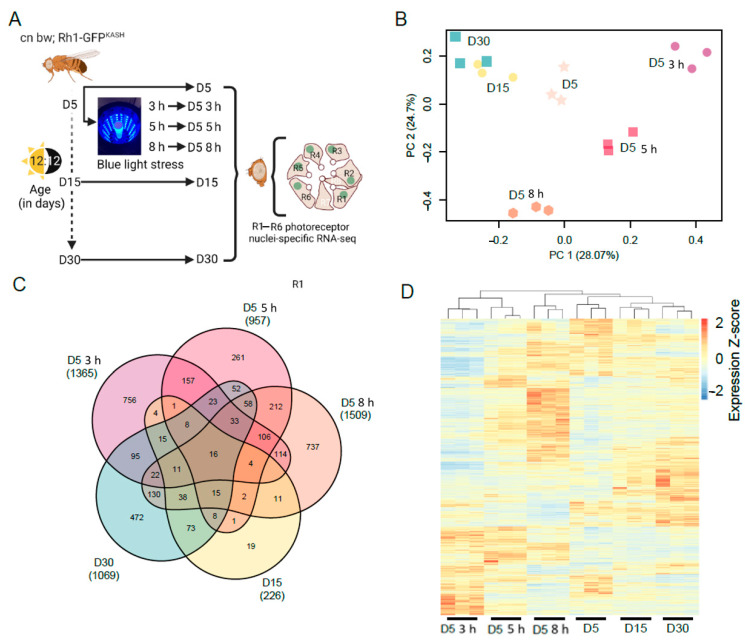
Global gene expression changes in white-eyed flies with age or blue light exposure. (**A**) Overview of the experimental design for photoreceptor nuclei-specific RNA-seq from blue light exposed or aged flies. Male white-eyed *Rh1-GFP^KASH^* flies at D5, D15 or D30, and D5 flies exposed to 3, 5, or 8 h of blue light were collected and photoreceptor nuclei-specific RNA-seq performed (*n* = 3). (**B**) PCA analysis of aged or blue light exposed flies. (**C**) Venn diagram of the differentially expressed genes in aged or blue light exposed flies identified relative to D5 untreated. The total number of significantly differentially expressed genes is shown under each sample name in brackets. (**D**) Hierarchical clustering of all differentially expressed genes in aged or blue light exposed flies. Normalized expression (Z-scores) were calculated for each gene (row).

**Figure 2:**
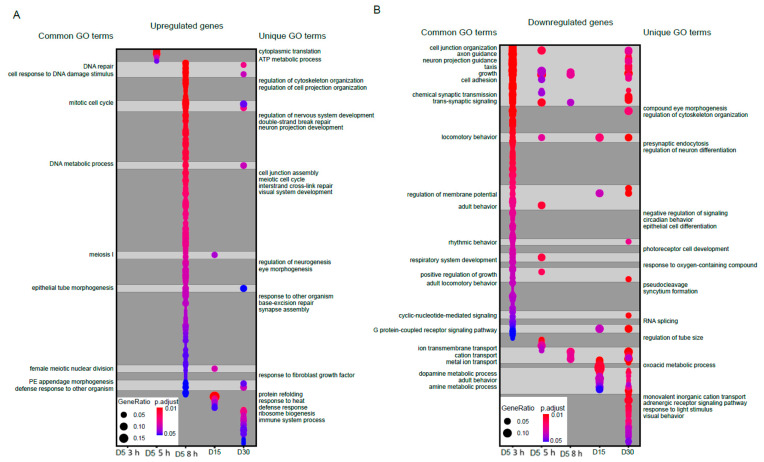
Significantly enriched GO terms for upregulated or downregulated genes. Dot plots of all enriched Gene Ontology (GO) terms for upregulated (**A**) or downregulated (**B**) genes in aged or blue light exposed flies relative to D5. Plots are shaded to highlight common (light grey) and unique (dark grey) GO terms between samples. Select GO terms of interest are annotated. A full list of GO terms is provided in Table S2.

**Figure 3:**
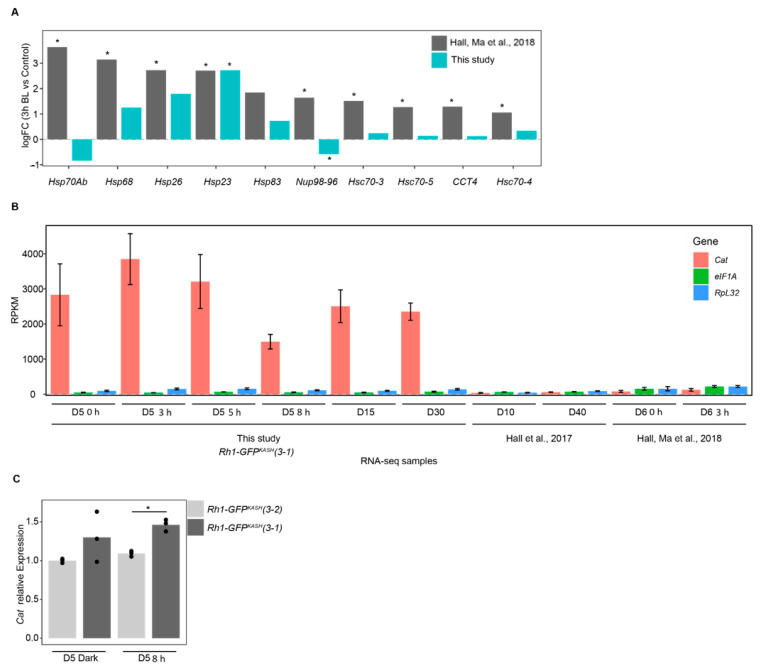
Overexpression of *Catalase* in *Rh1-GFP^KASH^* flies correlates with lower induction of stress-response genes following blue light exposure. (**A**) log_2_ fold-change values for 3 h blue light versus control for the indicated genes in Hall, Ma et al. 2018 versus this study. *, FDR < 0.05. (**B**) Relative expression (RPKM) of the indicated genes in samples from this study relative to Hall, Ma et al., 2018 and Hall et al., 2017. Panels A and B show nuclear transcript levels based on RNA-seq analysis. Age and/or blue light treatment indicated on *x* axis (D, days; h, blue light exposure time). Bars indicate mean ± SD. (**C**) Bar plots showing qPCR analysis of *Catalase* mRNA levels from male heads, representing steady-state transcript levels. Bars represent mean expression relative to reference genes with individual replicates overlaid as points. *, *p*-value < 0.005.

**Figure 4:**
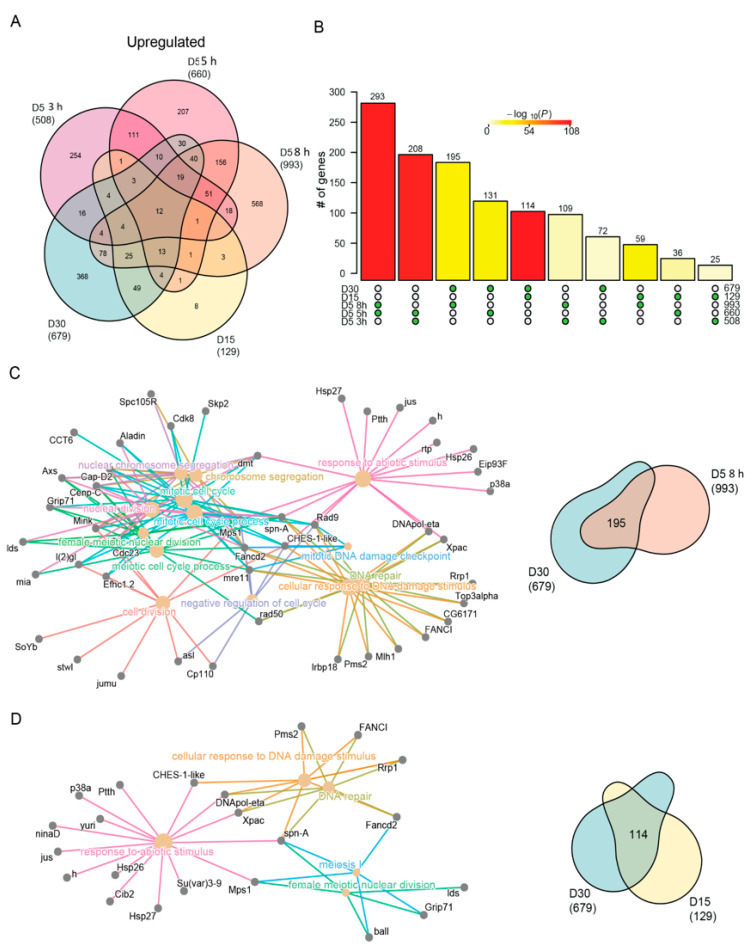
Similar stress response genes are induced with age and blue light stress. (**A**) Venn diagram of the differentially upregulated genes in aged or blue light exposed flies relative to D5. (**B**) Statistical analysis for all pairwise comparisons of significantly upregulated genes in aging or blue light exposed conditions. Bar height represents the number of genes in each pairwise overlap (green dots). Bars are colored by *p*-values from fisher’s exact test, with the null hypothesis being an overlap no greater than that expected by chance. Cnetplots representing the enriched GO terms and corresponding genes for the intersection between (**C**) 8 h and D30 or (**D**) D15 and D30 upregulated genes.

**Figure 5:**
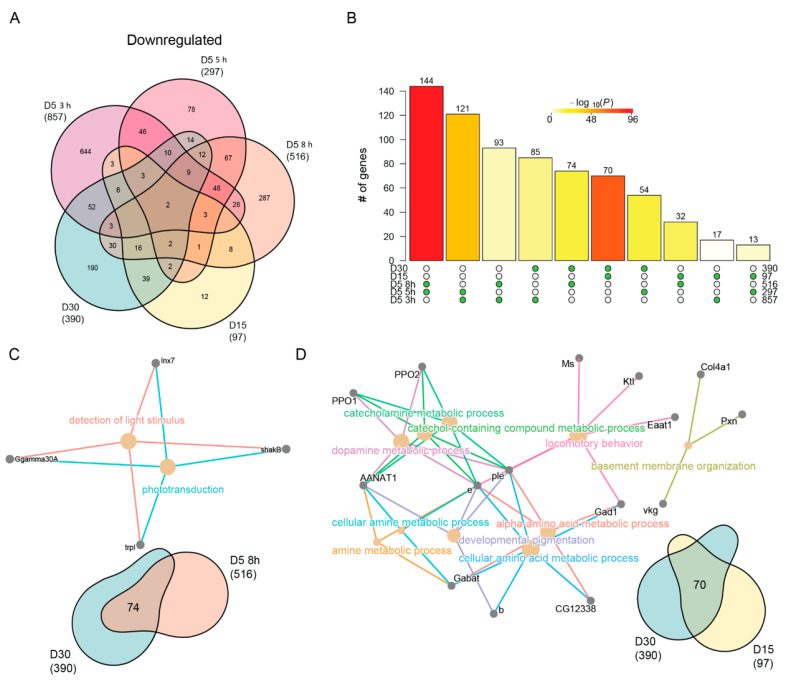
Neuronal specific genes are downregulated with age and blue light stress. (**A**) Venn diagram of the differentially downregulated genes in aged or blue light exposed flies relative to D5. (**B**) Statistical analysis for all pairwise comparisons of significantly downregulated genes in aging or blue light exposed conditions. Bar height represents the number of genes in each pairwise overlap (green dots). Bars are colored by *p*-values from fisher’s exact test, with the null hypothesis being an overlap no greater than that expected by chance. Cnetplots representing the enriched GO terms and corresponding genes for the intersection between (**C**) 8 h and D30 or (**D**) D15 and D30.

**Figure 6:**
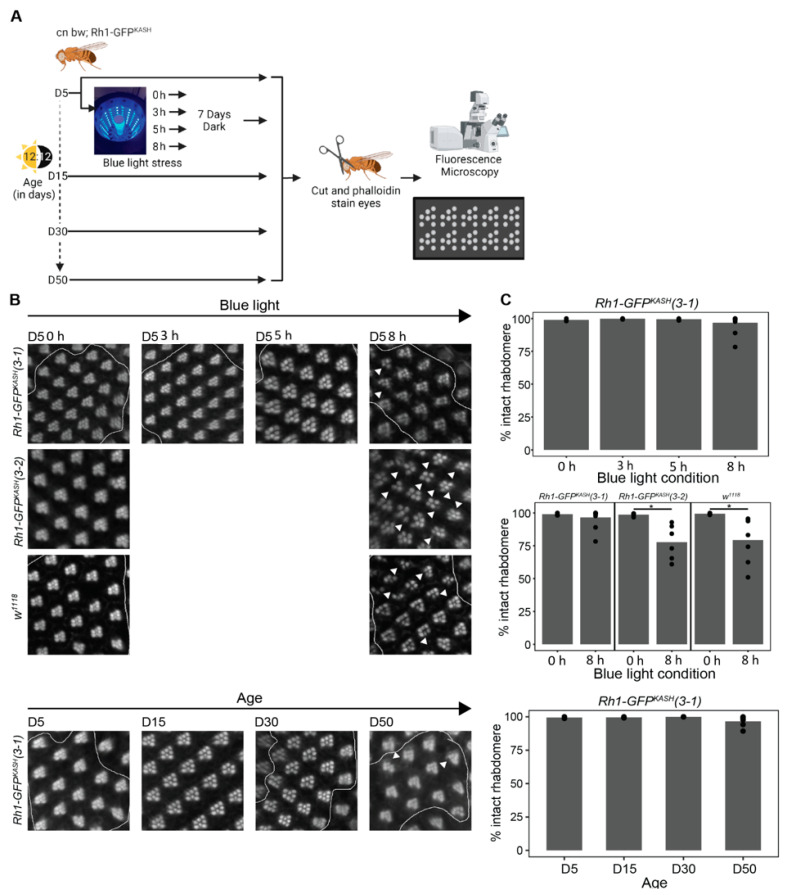
*Catalase* overexpression correlates with mild suppression of retinal degeneration in *Rh1-GFP^KASH^ (3–1)* flies. (**A**) Overview of the experimental design for assessing retinal degeneration in male flies of the indicated genotypes at D5, D15, D30 and D50, or D5 flies exposed to 0, 3, 5 or 8 h of blue light. (**B**) Representative images of dissected and phalloidin (F-actin) stained blue light exposed or aged eyes from the indicated genotypes (*cn bw; Rh1-GFP^KASH^ (3–1)*, *cn bw; Rh1-GFP^KASH^ (3–2)* or *w*^1118^). Arrow heads point to ommatidia or regions in the eye with degenerated rhabdomeres. (**C**) Quantification (displayed as percent of intact rhabdomere) of rhabdomere loss in aged or blue light exposed flies from the indicated genotypes (*n* ≥ 5). Black circles indicate individual biological replicates (flies), and mean shown by bar height. *p*-value (* <0.05), *t*-test.

**Figure 7:**
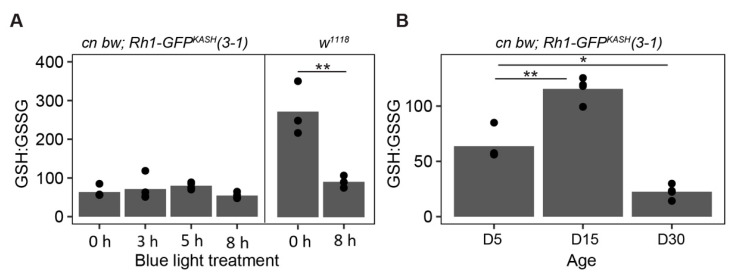
Lower levels of glutathione oxidation following blue light exposure in *Rh1-GFP^KASH^ 3–1* flies relative to *w*^1118^. (**A**) GSH:GSSG ratios in male white-eyed *cn bw Rh1-GFP^KASH^ 3–1* or *w*^1118^ flies eyes exposed to 3, 5 or 8 h of blue light at D5 versus untreated control (0 h). Black circles indicate individual biological replicates (*n* ≥ 3; 25 eyes per sample), and mean shown by bar height. *p*-value (** <0.005), *t*-test. (**B**) GSH:GSSG ratio in male white-eyed *cn bw Rh1-GFP^KASH^ 3–1* flies aged to D5, D15, or D30. *p*-value (* <0.05, ** <0.005), ANOVA with post-hoc.

## Data Availability

RNA-seq data are available from Gene Expression Omnibus (GEO) under accession GSE184389. Data were compared with previous RNA-seq data from our lab available under accessions GSE106820 and GSE83431.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes13020264/s1, Figure S1: GFP absorption overlaps blue light optical stimulator, Table S1: Differentially expressed genes with blue light or aging, Table S2: Enriched GO terms, Table S3: Blue light/aging GO terms upregulated genes, Table S4: Blue light/aging GO terms downregulated.

# Supplementary material for: Aging and Light Stress Result in Overlapping and Unique Gene Expression Changes in Photoreceptors
**Source:** Genes (Basel). 2022 Jan 29;13(2):264. doi: 10.3390/genes13020264
**Supplement:** Supplementary file 1

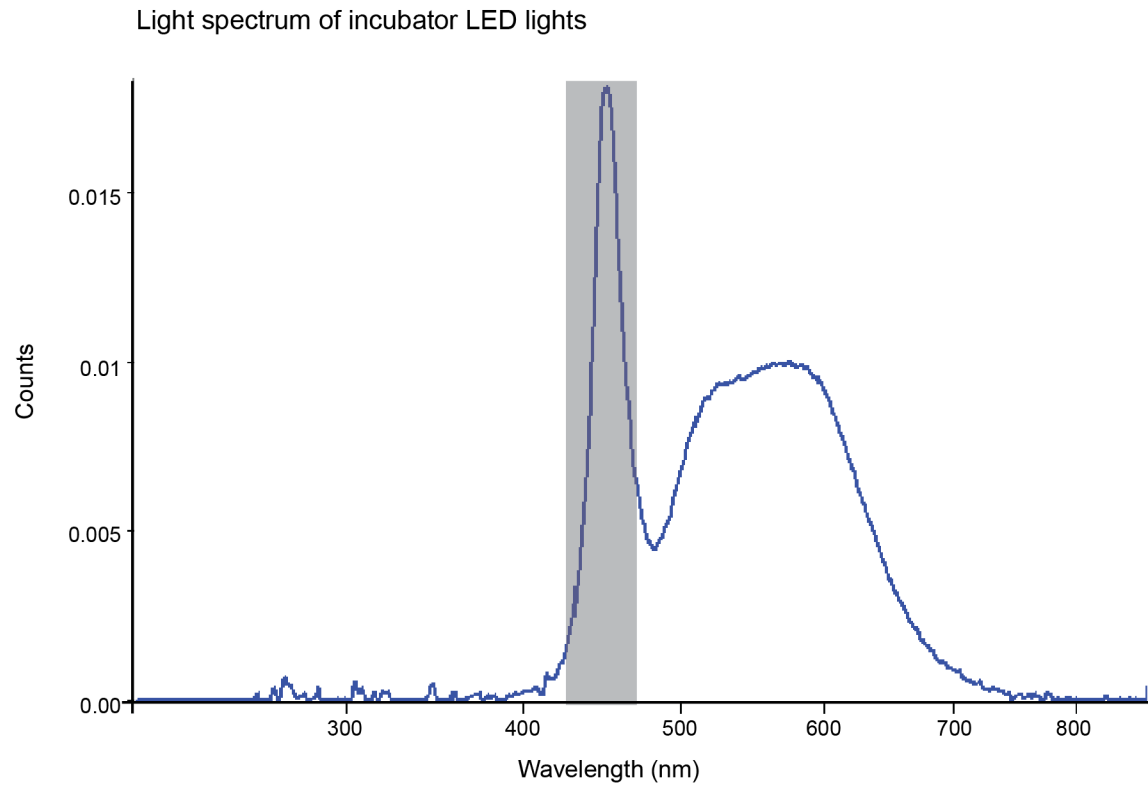

**Figure S1:** Light spectrum of 12:12 *Drosophila* incubator. Visible is the blue light peak, followed by the broad peak in the visible spectrum indicative of white LEDs. Grey shading represents the primary excitation wavelengths of GFP.

How the deposited data were processed for this re-analysis (not part of the article)

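The deposited file is a table of raw counts. Per the methods of the paper, the authors trimmed the paired reads with Trimmomatic 0.39, aligned them to build BDGP6.28 with HISAT2 2.1.0, sorted them with Samtools 1.8 and counted the reads on each gene with HTSeq 0.13.5, and they deposited these counts without normalization. The values are whole numbers for 17811 features in 18 samples, followed by the totals of read pairs that HTSeq left out (no feature, ambiguous, low quality, not aligned, several alignments). Transgene sequences (GFP, Gal4, LacZ and Clk_DN) are among the features. Each sample was assigned to its condition by the column name, which gives the day, the hours of blue light and the replicate number.

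No reads were aligned here, and trimming, alignment and counting were taken as the authors did them. Positions, exons, biotypes and gene lengths came from the Ensembl annotation of BDGP6.54, a later build than that of the authors, and names were found for 17710 of the 17811 features. Gene length for RPKM was the union of exons, 1993 bases for Catalase.

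The filter kept 9427 features (52.9%) with more than 10 counts in every sample. The paper states cpm over 10 in all samples, which would keep 4211 genes, and the authors' supplement lists genes far below that level, so both readings were run. RUVSeq was not installed, and RUVs was written anew from its published description: log counts after upper-quartile normalization, differences between the replicates of a condition with all genes as controls, and 2 factors. Written this way it recovered the factors of simulated data with canonical correlations of 0.9998 and 0.9996. The counts were then fitted in edgeR 4.0.16 with TMM normalization, a mean per condition and the 2 factors in the design, and compared with D5 and between D30 and 8 h with quasi-likelihood F-tests. Benjamini-Hochberg adjustment ran over all tested genes of a comparison, and an adjusted p under 0.05 was a call. R was version 4.3.3, limma 3.58.1 and DESeq2 1.42.0.

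Principal components and complete-linkage clustering used RUVs-adjusted log2 cpm of the 9427 genes. Overlaps of calls were tested with Fisher's exact test over the tested genes and adjusted over the 10 pairs of each direction. Gene sets were tested with limma camera on log2 cpm, for the contrasts of the same model, with a preset correlation between genes of 0.01, for 10 families compiled from gene names and 8 sets of cell type markers, since GO annotation was not used here. GO terms were followed through the gene lists in the supplement of the paper.

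Genes are named in the text by a rule: every gene that sections 3.2 to 3.4 or Figure 3A of the paper name, the 3 genes with the largest increase and the 3 with the largest decrease in each comparison with D5 among the called genes whose samples all lie on 1 side of the D5 samples, and up to 2 examples of a gene set. Of the genes with the largest changes, those described were picked from this list. Transgene features were left out of gene sets, and AANAT1 was identified through the authors' supplement, since the annotation places no gene with that identifier.

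The pipeline was tested on simulated data with 200 genes changed at D30, and recovery was scored only there. The built-in changes were larger than the median size of 0.78 among the genes called at D30. Recovery was not tested at 3 h, where the factors changed the log2 fold changes most. With the factors in the design it called 171 of them (85.5%) with 10 false calls (5.52%), with adjusted counts 177 with 19 false calls (9.69%), and without factors 126 with 0 false calls. Log2 fold changes correlated with the true values at 0.986. Among simulated gene sets, camera called 10 of 10 changed sets and 0 of 30 unchanged ones. That result cannot show whether the preset correlation between genes suits the real data. There, 24 of 50 family tests and 15 of 40 marker tests passed with the preset correlation. With the correlation estimated from the data, 5 and 0 passed.

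Alternatives chosen before the data were examined were other filters (cpm over 10 in every sample, cpm over 1 in 3 samples, no filter), 0, 1 or 3 factors, factors from counts without normalization, upper-quartile normalization or DESeq2 size factors in edgeR, a DESeq2 Wald test, glmTreat against a 1.2-fold change after a likelihood ratio or quasi-likelihood fit, fits of only 6 samples, the replicate number as a block, fits without each replicate, and D5 samples divided between comparisons. Alternatives chosen after seeing the data were edgeR on RUVs-adjusted counts, protein-coding genes with more than 20 counts (7920 genes), both combinations of these with a likelihood ratio fit and glmTreat, the fits without 5 h replicate 1, and the replicate block in gene set tests.

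The replicate numbers come from the sample names. Samples with the same number are different flies, and nothing in the records states that they were prepared together, so the pairing was used only as an alternative. Over all groups, same-numbered samples correlated at a mean r of 0.0728 before the RUVs correction and 0.0430 after it.

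Comparison studies of Catalase and heat shock genes, quantitative PCR, rhabdomere counts and glutathione measurements were not analysed here.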

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

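Among the tests below, those of the RUVs factor at 3 h, of 5 h replicate 1, of the clock genes, of markers of other cells and of reads with several alignments were chosen only after the result was seen. The tests of regroupings, of divided D5 samples, of simulated adjusted counts, of the score of other cells in shared genes and of gene length were chosen before.

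The direct test of D30 against 8 h called 707 genes, which drew attention because both conditions were compared only with D5 before. The real grouping gave the most calls among the 4 splits of the 6 samples that part same-numbered pairs (1 of 4 as many), and likewise for 3 h, 5 h, 8 h, D15 and D30 against D5 (1 of 4 each). With 4 splits the share cannot fall under 0.25. D30 was also sequenced on another flow cell than 8 h, which no test here separates from treatment.

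Gene sets differed between D30 and 8 h: cytosolic ribosomal proteins had a median log2 fold change of 0.48 (camera adjusted p 2.42e-09, 78 of 81 genes higher), led by RpL41 (1.50, SE 0.35, edgeR adjusted p 0.0191) and RpS5b (1.36, SE 0.38, adjusted p 0.0434). Proteasome subunits had −0.40 (adjusted p 5.76e-06, 30 of 31 lower), the most negative being Prosalpha7 (−0.74, adjusted p 0.105) and Rpt6 (−0.72, adjusted p 0.161). Antimicrobial peptides and immune recognition had 1.23, and markers of neurons other than photoreceptors −0.29 (adjusted p 0.0307), which turned to 0.15 without the RUVs factors. Ribosomal, proteasome and immune genes kept their direction without the factors (0.88, −0.29 and 1.58) and with the replicate number as a block (0.67, −0.43 and 1.05), where same-numbered samples of 8 h and D30 correlated at −0.147. For families in this comparison, 4 of 4 splits passed as many sets (3 passed in the real split), and for markers 3 of 4, but 4 splits cannot decide either way, and the number of sets does not test the particular sets named here. The flow cell of D30 cannot be told apart from age in these differences. Against D5, families passed as often in 4 of 4 splits at 3 h, 1 of 4 at 5 h, 1 of 4 at 8 h, 1 of 4 at D15 and 3 of 4 at D30, and markers in 4, 4, 2, 2 and 3 of 4.

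The overlap of 8 h and D30 was tested further because both share D5. Among 100 regroupings of the 9 samples, the real one included, 10 had as many shared upregulated genes, 10 as many downregulated genes and 68 as large a correlation. Regroupings can keep real differences between groups and always share a reference, so these numbers are not chance rates and cannot decide the question. With different D5 samples, the upregulated overlap kept 0.714 of its size, above the limit of 0.67 set beforehand, and the downregulated overlap 0.624, below it. The limit falls between these similar ratios, so it cannot show that shared D5 samples leave the upregulated overlap untouched. Both means fell, and the ranges were wide (31 to 59 against 32 to 87 upregulated genes, 17 to 90 against 13 to 126 downregulated genes). Genes lower at both also followed a score of RNA from other cells made of 76 marker genes: across samples within conditions, the median correlation of 116 such genes with the score was 0.471, against −0.0899 in random lists of similar expression, 10000 of 10000 of which were lower. RNA of other cells may therefore contribute to the shared downregulated genes.

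Markers of neurons other than photoreceptors fell by 0.82 at D30 in median log2 fold change, with 17 of 17 lower, which drew attention because the nuclei were selected from R1–R6. If RNA from all other cells fell in step, the markers of 6 other kinds of cells would all fall. Of these, 5 of 6 had lower medians at both 8 h and D30 without the RUVs factors, all but muscle. Sequencing lane alone would leave D15 unchanged, which shared a lane with D5, and 6 of 6 sets were lower at D15. A common fall of all other cells and sequencing lane alone thus do not account for the whole pattern. Less RNA from some kinds of other cells remains possible, since they need not change in step. The flow cell of D30 remains inseparable from age. A loss of transcripts from other neurons with age is a hypothesis that counting nuclei by type in the isolated pool would test.

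Reads with several alignments made up at least 25.2% of pairs in every D30 sample and at most 10.5% elsewhere. Since D30 alone was sequenced on its flow cell, batch cannot be told apart from age. Library size does not explain it: outside D30 the share correlated with the number of read pairs at rho 0.0786 (permutation p 0.782, Pearson r 0.157, permutation p 0.559, and 0.371 without the 2 farthest samples). Within D5 and D15 rho was 0.6 (exact p 0.242, r 0.729, permutation p 0.0972, and 0.274 without the 2 farthest) and within blue light −0.617 (exact p 0.0857, r −0.399, permutation p 0.315, and −0.750 without the 2 farthest). None passed after Benjamini-Hochberg adjustment (0.782, 0.362 and 0.257).

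GFP expression was highest in 5 h replicate 1, at 338 cpm (5402 counts), and lowest at 60.5 cpm. This sample also resembled the 3 h samples: before the correction it correlated with them at 0.960 and with the other 5 h samples at 0.906, while 5 h replicates 2 and 3 correlated at 0.965. Library size does not explain this, since the sample had 16.5 M counted pairs and the other 3 h and 5 h samples 11.9 to 20.5 M. A mislabelled or mixed sample cannot be told apart from a slower response of these flies. Both tests were chosen after the result was seen.

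Clock genes differed between replicates by up to 32.7 times (tim at D5, 175 to 5708 cpm). Across samples, deviations of 7 clock genes from the means of their conditions correlated at a mean r of 0.695 after the signs of Clk and cry, which cycle in the opposite phase, were reversed. This was larger than in 10000 of 10000 random sets of genes with 2 signs reversed likewise, which is the pattern that different times of day predict. The time of day at which flies were frozen is a candidate explanation for this spread, and for part of the spread that the RUVs factors take up.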

How the results depend on the processing

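The filters, the number of RUVs factors, the normalizations, the tests, the fit of 6 samples, the replicate block and the fits without 1 replicate were chosen before the data were examined. Chosen after seeing the data were edgeR on RUVs-adjusted counts, the restriction to protein-coding genes with more than 20 counts, both combinations of these with glmTreat, the fits without 5 h replicate 1, the changes to the sets of calls without RUVs factors, the replicate block in the gene set tests and in the gene lists of the supplement, and every other setting for GFP. Values below are compared with 743, 905, 856, 359 and 1651 differentially expressed genes at 3 h, 5 h, 8 h, D15 and D30, 707 between D30 and 8 h, 120 upregulated and 122 downregulated genes shared by 8 h and D30, and r = 0.369 between their log2 fold changes. For 79 named gene values, 1475 values under other settings were compared: 1226 stayed the same, 140 were weaker, 76 stronger and 33 reversed. The cause of a change was not tested except where it is said so.

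Leaving out the RUVs factors called 1807 genes at 3 h, 1799 at 8 h, 15 at D15, 415 at D30 and 2436 between D30 and 8 h. Shared genes were 64 upregulated and 78 downregulated with r = 0.210. Of the sets of calls, 215 genes were called in at least 3 conditions, 138 were upregulated only at D30, 484 only at 8 h, and 82 and 653 were downregulated only at D30 and only at 8 h. PC1 carried 39.1% of the variance in place of 28.2%, and Catalase RPKM was 6174 at 3 h and 4013 at 5 h. Calls of heat shock genes numbered 1 at 3 h and 2 at 5 h. Directions reversed, among others, for cytosolic ribosomal proteins at 3 h (0.33 to −0.38) and 5 h (0.26 to −0.11), the respiratory chain at 3 h (0.17 to −0.37), DNA repair at 3 h (0.19), phototransduction at 8 h (0.31), R1–R6 markers at 8 h (0.39), Cat at D15 (0.24) and Nup98-96 at 3 h (1.09). Of 79 gene values, 24 were weaker, 4 stronger and 2 reversed.

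With the replicate block in place of the RUVs factors, 1868 genes were called at 3 h, 1889 at 8 h, 11 at D15, 458 at D30 and 2485 between D30 and 8 h, where same-numbered samples correlated at −0.0548, 0.0466, 0.0538, 0.145 and 0.0541 before the correction. Shared upregulated genes were 64 and r was 0.214. Heat shock genes called were 2 at 3 h and 2 at 5 h, and Cat at D15 (0.25) and Nup98-96 at 3 h (1.10) reversed. With the replicate block beside the factors, 557 genes were called at D15 (same-numbered r 0.0969 after the correction), heat shock genes called were 5 at 5 h, 2 at 8 h, 2 at D15 and 1 at D30, and Cat at D15 reversed to 0.17.

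With 1 factor the fits gave 427 genes at 3 h, 3288 at 8 h and 3657 between D30 and 8 h, shared sets of 187 and 241 genes with r = 0.213, and Cat at D15 at 0.13. With 3 factors, shared downregulated genes were 214, and heat shock genes called were 2 at 5 h and 1 at D30. Factors from counts without normalization gave 440 genes at 3 h, 3180 at 8 h, 2 at D15, 903 at D30 and 3638 between D30 and 8 h, with r = 0.20. Calls of heat shock genes were then 2 at 5 h, 1 at 8 h and 1 at D30, and Vps33B at D30 (0.0648) and Cat at D15 (0.21) reversed.

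Among filters, cpm over 1 in at least 3 samples gave 1841 genes at 8 h and 571 at D30 with 69 shared upregulated genes, and reversed Vps33B at D30 (0.0182) and Cat at D15 (0.22). No filter gave 2252 at 8 h, 601 at D30 and 1061 between D30 and 8 h, with shared sets of 53 and 184 and r = 0.197, and reversed Cat at D15 (0.11) and Nup98-96 at 3 h (0.12). With cpm over 10 in every sample, 20 genes were called at D15 and 1073 between D30 and 8 h, and blw at 8 h reversed (0.0234). Upper-quartile normalization in edgeR reversed Cat at D15 (0.0742). Scaling genes to unit variance put 23.6% of the variance on PC1.

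Among tests, DESeq2 called 655 genes at D15 and 206 shared downregulated genes. A likelihood ratio fit with glmTreat called 524 genes at 5 h, 203 at D15 and 1039 at D30, 175 in at least 3 conditions, shared sets of 74 and 58, and 0 heat shock genes at 5 h. The quasi-likelihood fit with glmTreat called 377, 369, 359, 53 and 775 genes in the order of conditions above and 378 between D30 and 8 h, with shared sets of 47 and 28 and 0 heat shock genes at 5 h.

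Fitting only the 6 samples of a comparison called 0 genes at 3 h, 0 at 5 h, 7 at 8 h, 33 at D15 and 23 between D30 and 8 h, and 0 heat shock genes at 5 h and 1 at D30. At 3 h it reversed Cat (−2.13), Hsp68 (−0.62), Hsp83 (−3.22), Nup98-96 (0.23), Hsc70-5 (−0.29), CCT4 (−1.47), Hsc70-4 (−0.22), snRNA:U5:23D (1.28), snoRNA:Psi18S-110 (0.11) and snoRNA:185 (1.17), and at 8 h shakB (0.41) and Ork1 (0.27). The first factor separated all 3 h samples from all D5 samples, and the second all 8 h samples from them. These fits can therefore hardly tell exposure from the factor, and their reversals do not show that a direction is unstable. Comparing 8 h and D30 with different D5 samples left shared sets of 44.0 and 34.7 genes on average and r = 0.191.

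Of the settings chosen after seeing the data, edgeR on RUVs-adjusted counts called 2646, 2307, 2911 and 1124 genes at 3 h, 5 h, 8 h and D15, and 3522 between D30 and 8 h. Shared sets were 358 and 501, genes called in at least 1 condition 6085, in at least 3 conditions 1437, and upregulated and downregulated only at 8 h 624 and 536. The heat shock genes called were 1 at 3 h, 2 at 5 h and 1 at D30. In simulations without any difference this setting called 42.4 genes on average in its worst comparison, so its larger counts are at least partly errors of the method. Protein-coding genes with more than 20 counts gave 63 genes at D15, 1203 between D30 and 8 h and 0 heat shock genes at 5 h, and reversed blw at 8 h (0.0191).

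The combination of protein-coding genes, adjusted counts with TMM and glmTreat called 1251, 1491, 211 and 1029 genes at 3 h, 8 h, D15 and D30 and 1882 between D30 and 8 h. Genes upregulated only at D30 and only at 8 h were 289 and 452, and downregulated 250 and 371. Heat shock genes called were 1 at 3 h, 2 at 5 h, 3 at 8 h, 2 at D15 and 1 at D30, and blw at 8 h reversed (0.0464). The same combination without TMM called 1395, 1521, 204 and 1037 genes and 1875 between D30 and 8 h, with shared sets of 188 and 77. Genes upregulated only at D30 and only at 8 h were 345 and 585, and 191 were downregulated only at D30. Heat shock genes called were 2 at 3 h, 2 at 5 h, 3 at 8 h, 2 at D15 and 1 at D30, and blw at 8 h reversed (0.13). Without 5 h replicate 1, shared downregulated genes were 194, and Hsp68 (−0.34), Hsp83 (−1.06), CCT4 (−0.30) and Nup98-96 (0.35) at 3 h reversed.

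Leaving out 1 replicate at a time called 417 to 801 genes at 3 h, 503 to 1059 at 5 h, 489 to 984 at 8 h, 10 to 464 at D15, 901 to 1791 at D30 and 447 to 3412 between D30 and 8 h. Shared upregulated genes ranged from 59 to 218, shared downregulated genes from 35 to 564 and r from 0.110 to 0.426. Heat shock genes called ranged from 0 to 0 at 3 h, 0 to 1 at 5 h, 0 to 0 at 8 h, 0 to 0 at D15 and 0 to 3 at D30. Among gene values whose direction reversed in such a fit, Vps33B at D30 ranged from −0.24 to 0.0756, Cat at D15 from −0.28 to 0.20 and at D30 from −0.39 to 0.11, and at 3 h Hsp70Ab from −1.15 to 0.22 and Hsp68 from −0.10 to 2.35. The reversals came without D30 replicate 3 for Vps33B, without D5 replicate 2 for Cat and Hsp70Ab, without D15 replicate 1 for Cat at D15 (0.11) and without 3 h replicate 2 for Hsp68.

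In the gene set tests against D5, the correlation between genes estimated from the data let 5 of 50 family tests pass in place of 24 (8 at an unadjusted p under 0.05) and 0 of 40 marker tests in place of 15 (7 at an unadjusted p under 0.05).

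GFP at D30 ranged from −0.0965 to 0.755 in log2 fold change across the fits that each left out 1 replicate, where the value with all samples was 0.40.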

Differences from the paper's values

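The paper's numbers of differentially expressed genes against D5 and those found here were different in 4 of 5 comparisons. A count is taken as within the margin when it lies within 1.5 times the paper's, and a log2 fold change when it lies within its SE. At 3 h the paper gives 1365 and 743 were found. Among alternatives chosen before the data were examined, no filter (999), no RUVs factors (1807), DESeq2 and the block in place of the factors (1868) came within the margin, and the others did not. At 8 h the paper gives 1509 and 856 were found, and cpm over 1 in at least 3 samples (1841), no filter (2252), no RUVs factors (1799), 3 factors (1228), DESeq2 (1151) and the block in place of the factors (1889) came within the margin. At D15 the paper gives 226 and 359 were found, and a likelihood ratio fit with glmTreat (203) came within it. At D30 the paper gives 1069 and 1651 were found, and cpm over 10 in every sample (1114), 1 factor (1200), factors from counts without normalization (903), both fits with glmTreat (1039 and 775) and the fit of 6 samples (1269) came within it. Of the fits without 1 replicate, also chosen before, those without D5 replicate 2 (221) and D15 replicate 2 (215) came within it at D15, and those without D5 replicate 2 (1329), D5 replicate 3 (901), D30 replicate 1 (1492) and D30 replicate 2 (1039) at D30. Here and below, the alternatives that are not named stayed outside the margin. No single alternative chosen before the data were examined lay within it in all 5 comparisons. Both combinations of protein-coding genes, adjusted counts and glmTreat, chosen after seeing the values and found while trying combinations, came within it in all 5 comparisons (with TMM 1251, 956, 1491, 211 and 1029, without TMM 1395, 962, 1521, 204 and 1037). The fits without 5 h replicate 1, chosen after seeing the values, did so at 8 h (1098) and D15 (267). The supplement lists 1365 genes at 3 h, 957 at 5 h, 1509 at 8 h and 226 at D15. The combination without TMM called 1326, 918, 1463 and 196 of these, and the fit with 2 factors 536, 580, 685 and 129. At D30 both called 299 of the 302 genes in the copy used. Log2 fold changes correlated with the paper's at r of at least 0.999986 and 0.9869. With 2 factors every listed gene had the paper's sign, so those missed fell short of the threshold without reversing.

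For genes in at least 3 conditions the paper gives 663 and 324 were found, and of the alternatives run for it only the fits without D5 replicate 1 (475), 3 h replicate 1 (581) and 8 h replicate 1 (460), chosen after seeing the values, came within the margin. The paper gives 568 genes upregulated only at 8 h and 219 were found. Chosen after seeing the values were the alternatives that came within the margin: no RUVs factors (484), adjusted counts (624), both combinations (452 and 585) and the fits without D30 replicate 1 (606) and D30 replicate 3 (748). For genes downregulated only at D30 the paper gives 190 and 477 were found, and at 8 h 287 and 191. Both combinations, chosen after seeing the values, came within the margin there (250 and 191 at D30, 371 and 282 at 8 h). So did, chosen after seeing the values, the fits without 3 h replicate 1 (250), D30 replicate 1 (155) and D30 replicate 2 (262) at D30, and at 8 h those without D5 replicate 1 (216) or 2 (226), 3 h replicate 2 (199), 5 h replicate 1 (272), 2 (225) or 3 (226) and D30 replicate 2 (221). The others, among them the likelihood ratio fit with glmTreat chosen before the data were examined, did not.

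The paper gives 54 genes shared by 5 h and D30, and 126 upregulated and 155 downregulated genes were found. For the upregulated genes the alternatives chosen before the data were examined that came within the margin were cpm over 1 in at least 3 samples, no filter, no RUVs factors and both fits with glmTreat. For the downregulated genes they were no RUVs factors, the quasi-likelihood fit with glmTreat and the block in place of the factors, besides the combination without TMM, chosen after seeing the values. Fits without 1 replicate, chosen after seeing the values, came within it for the upregulated genes without D5 replicate 3 (52) and for the downregulated genes without D5 replicate 3 (79) and 5 h replicate 3 (59).

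Read by eye from Figure 4A and Figure 5A, the paper has about 990 upregulated genes at 8 h (434 found), about 860 downregulated genes at 3 h (306 found), about 97 at D15 (216 found) and about 390 at D30 (822 found). Alternatives within the margin for the first were cpm over 1 in at least 3 samples, no filter, no RUVs factors, 1 factor, factors from counts without normalization and the block in place of the factors. For 3 h they were no RUVs factors and the block in place of the factors, and for D15 the likelihood ratio fit with glmTreat. For D30 they were all 3 other filters, 1 factor, factors from counts without normalization and both fits with glmTreat. Chosen after seeing the values, both combinations came within it each time, and adjusted counts did for 8 h and 3 h. Also chosen after seeing the values, the fits without D5 replicate 2 (137) and D15 replicate 2 (132) came within it for D15, and those without D5 replicate 3 (553) and D30 replicate 2 (533) for D30.

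Shared by 8 h and D30, the paper has about 200 upregulated and about 74 downregulated genes, read by eye from Figure 4A and Figure 5A, and 120 and 122 were found. Alternatives within the margin were 1 or 3 factors, factors from counts without normalization, upper-quartile normalization and DESeq2 for the upregulated genes, and no RUVs factors, upper-quartile normalization, a likelihood ratio fit with glmTreat and both block fits for the downregulated genes. Chosen after seeing the values, protein-coding genes and both combinations came within it for the former and the combination without TMM for the latter. Of the fits without 1 replicate, chosen before, those without D5 replicate 1 (155), D30 replicate 1 (218) and D30 replicate 3 (160) came within it for the upregulated genes, and those without D5 replicate 2 (99), 8 h replicate 2 (67), 8 h replicate 3 (71) and D30 replicate 2 for the downregulated genes. D15 and D30 share about 70 downregulated genes in Figure 5A, read by eye, and 176 were found, and only both combinations and the fits without D15 replicate 2 (104) and D30 replicate 3 (67), chosen after seeing the values, came within the margin.

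The supplement gives AANAT1 at D30 a log2 fold change of −1.08 in the paper, and −1.22 was found. Of the alternatives chosen before the data were examined, cpm over 10, no RUVs factors, 1 or 3 factors, factors from counts without normalization, upper-quartile normalization, the fit of 6 samples, both block fits and the fits without D5 replicate 1, D30 replicate 2 and D30 replicate 3 came within the margin, and the others did not. Protein-coding genes, both combinations and the fits without 5 h replicate 1, chosen after seeing the values, did too. Nup98-96 at 3 h has −0.579 in the paper and −0.28 here, and only protein-coding genes and both combinations, chosen after seeing the values, came within it.

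Several genes that the paper calls were not called here. Xpac at D30 was called with protein-coding genes (log2 fold change 0.90, adjusted p 0.0241) and both combinations (adjusted p 0.0152 and 0.0121), all chosen after seeing the values, and without D30 replicate 3 (adjusted p 0.0126). Rrp1 at D30 was called with 1 factor (adjusted p 0.0454), with the block beside the factors (adjusted p 0.0299, same-numbered r 0.167), without D5 replicate 1 and without D30 replicate 3 (adjusted p 0.0209). It was also called with adjusted counts (adjusted p 0.0415), protein-coding genes (0.0133) and both combinations (0.00881 and 0.00269), chosen after seeing the values.

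Pka-R1 at 8 h was called with cpm over 1 in at least 3 samples (adjusted p 0.0294), no filter (0.0301), 1 factor (0.0259), 3 factors (0.0356), factors from counts without normalization (0.0251), the block beside the factors (0.00667, same-numbered r 0.0595) and without D5 replicate 2. Adjusted counts (0.0114), the combination without TMM (0.0320) and the fits without 5 h replicate 1 (0.0354), chosen after seeing the values, called it too. Vps33B at 8 h was called with factors from counts without normalization (adjusted p 0.0493), and, chosen after seeing the values, with adjusted counts (0.0485) and the combination without TMM (0.0362).

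For trpl at 8 h, cpm over 10 (adjusted p 0.0113), 3 factors (0.0465), DESeq2 (0.0374) and the fit without D5 replicate 1 (0.0257) gave a call, and so did, chosen after seeing the values, adjusted counts (0.00941), protein-coding genes (0.0191) and both combinations (0.00188 and 0.00575). VhaM9.7-a at D30 was called without D30 replicate 3 (adjusted p 0.0199), and, chosen after seeing the values, with adjusted counts (0.0117), protein-coding genes (0.0303) and both combinations (0.0251 and 0.0492). Hsp23 at 3 h was called only with both combinations (adjusted p 0.0482 and 0.0414), and Nup98-96 at 3 h, downregulated, only with the combination without TMM (adjusted p 0.0262), chosen after seeing the values. Cat at 8 h was called with cpm over 10 (adjusted p 0.0337) and without D5 replicate 1 (0.0306), and, chosen after seeing the values, with adjusted counts (0.0143), protein-coding genes (0.0430) and both combinations (0.00134 and 0.00378).

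The paper names 8 h and D30 as the most significant downregulated overlap between blue light and age, and here 5 h and D30 ranked above it. Of the 5 alternatives run for all pairs, no RUVs factors ranked 8 h and D30 above the other pairs of blue light and age (log10 p −26.7 against −24.3 for 5 h and D30). Both combinations, chosen after seeing the values, did so too (−33.2 against −23.6 and −18.6 against −15.7). The paper describes phototransduction genes as downregulated with age, and here the family was not lower at D30 (median log2 fold change 0.25). The paper describes stress response genes as induced at D15 and D30, and of the 10 heat shock genes of Figure 3A 0 were called at either age (1 at each at an unadjusted p under 0.05). Of the alternatives chosen before the data were examined, the block beside the factors called 2 at D15 and 1 at D30 (same-numbered r 0.0969 and 0.167). At D30, 3 factors, factors from counts without normalization and the fit of 6 samples called 1 each, and the fit without D30 replicate 3 called 3. Chosen after seeing the values, both combinations called 2 at D15 and 1 at D30, and adjusted counts called 1 at D30. The order of the 3 h and 8 h counts was the same, but D30 had more genes than any exposure here, while in the paper 3 h and 8 h had more than D30. Both had more than D30 with cpm over 1 in at least 3 samples (632 and 1841 against 571), no filter (999 and 2252 against 601), no RUVs factors (1807 and 1799 against 415) and the block in place of the factors (1868 and 1889 against 458). Chosen after seeing the values, adjusted counts (2646 and 2911 against 2463) and both combinations (1251 and 1491 against 1029, 1395 and 1521 against 1037) gave this order too.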

Other observations

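The test of the RUVs factor at 3 h was chosen only after the result was seen, and tests of simulated counts and of gene length were chosen before.

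Log2 fold changes at 3 h changed most with the RUVs factors: those with and without the factors correlated across genes at 0.708 at 3 h, 0.800 at 5 h, 0.868 at 8 h, 0.934 at D15 and 0.972 at D30. The first factor estimated without the D5 and 3 h samples, from the spread within the other groups, had loadings that correlated with the 3 h log2 fold changes before any factors at 0.675, against 0.505 at 5 h, −0.0307 at 8 h, 0.182 at D15 and 0.0241 at D30. The factor may thus carry part of the blue light response itself, since 5 h replicates differed from each other along it. A hypothesis is that flies respond to blue light at different speeds, and a time series of single flies would test it.

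Calls from RUVs-adjusted counts outnumbered those with factors in the model. In 10 simulations without any difference, adjusted counts gave up to 42.4 false calls on average in a comparison and the factors in the design at most 0.2, and 11.1% against 5.37% of p-values lay under 0.05. Without any factors 10.4% of p-values lay under 0.05, so that excess was not particular to adjusted counts, but false calls averaged at most 0.1. Analysing adjusted counts as if they were measured thus likely adds false calls, though the simulation covers only part of what was called.

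Gene length had little relation to log2 fold changes: rho across 9370 genes, which are not independent replicates, was −0.0876 at 3 h, −0.187 at 5 h, −0.0210 at 8 h, 0.0568 at D15 and −0.100 at D30. All lay under the size of 0.2 set beforehand for a length bias.

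Some markers of other cells fell with age and at 8 h, while muscle markers (15 genes) were mostly higher at D30 (median 0.18, 10 of 15 higher): fat body (9 genes) had medians of −0.99 at 8 h, −0.95 at D15 and −0.999 at D30, hemocytes (13 genes) −0.37, −0.51 and −0.56. PPO2 was the lowest hemocyte marker at D30 (log2 fold change −2.48, SE 0.21, edgeR adjusted p 1.59e-05). Proteasome subunits were higher at 8 h in 31 of 31 genes (median 0.51, camera adjusted p 5.15e-10) and hardly at D30 (0.13, adjusted p 0.119). A hypothesis is that 8 h exposure raises the demand for protein degradation, which a proteasome activity assay at 8 h and D30 would test.

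The log2 fold changes of the GFP transgene under the Rh1 elements depended on the RUVs factors. With the factors it was −1.39 at 3 h (edgeR adjusted p 0.0448, range over the other fits 8.91e-05 to 0.966). It was −0.08 without them (adjusted p 0.926) and −0.29 without 5 h replicate 1 (adjusted p 0.70), the sample with the highest GFP and the largest value of the first factor (2.43). Before the correction the 3 h samples had 86.4 to 138 cpm and the D5 samples 116 to 171 cpm. At 8 h it was −1.30 with the factors (adjusted p 0.0533, range 0.000911 to 0.880) and −0.78 without them (adjusted p 0.307), and at D30 0.40 (adjusted p 0.429). D30 was higher than 8 h by 1.70 (adjusted p 0.0292, range 6.30e-05 to 0.564), or by 1.17 without the factors (adjusted p 0.123). Leaving out 1 replicate at a time moved this difference between 0.62 (without D30 replicate 3, adjusted p 0.234) and 2.17 (without 8 h replicate 1). These alternatives were chosen for GFP after seeing the data.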
